# Resveratrol Attenuates the Mitochondrial RNA-Mediated Cellular Response to Immunogenic Stress

**DOI:** 10.3390/ijms24087403

**Published:** 2023-04-17

**Authors:** Jimin Yoon, Doyeong Ku, Minseok Lee, Namseok Lee, Sung Gap Im, Yoosik Kim

**Keywords:** resveratrol, Sjögren’s syndrome, innate immunity, immunogenic stress, dsRNA stress, oligomycin A, tunicamycin, mitochondrial double-stranded RNAs

## Abstract

Human mitochondria contain a circular genome that encodes 13 subunits of the oxidative phosphorylation system. In addition to their role as powerhouses of the cells, mitochondria are also involved in innate immunity as the mitochondrial genome generates long double-stranded RNAs (dsRNAs) that can activate the dsRNA-sensing pattern recognition receptors. Recent evidence shows that these mitochondrial dsRNAs (mt-dsRNAs) are closely associated with the pathogenesis of human diseases that accompany inflammation and aberrant immune activation, such as Huntington’s disease, osteoarthritis, and autoimmune Sjögren’s syndrome. Yet, small chemicals that can protect cells from a mt-dsRNA-mediated immune response remain largely unexplored. Here, we investigate the potential of resveratrol (RES), a plant-derived polyphenol with antioxidant properties, on suppressing mt-dsRNA-mediated immune activation. We show that RES can revert the downstream response to immunogenic stressors that elevate mitochondrial RNA expressions, such as stimulation by exogenous dsRNAs or inhibition of ATP synthase. Through high-throughput sequencing, we find that RES can regulate mt-dsRNA expression, interferon response, and other cellular responses induced by these stressors. Notably, RES treatment fails to counter the effect of an endoplasmic reticulum stressor that does not affect the expression of mitochondrial RNAs. Overall, our study demonstrates the potential usage of RES to alleviate the mt-dsRNA-mediated immunogenic stress response.

## 1. Introduction

Human mitochondria contain a compact circular genome of 16,569 DNA base pairs that encodes 13 protein-coding genes as well as 2 rRNAs and 22 tRNAs [1]. The proteins encoded by the mitochondrial genome are all subunits of the complexes participating in the oxidative phosphorylation system to produce cellular ATPs [2]. In addition to their traditional role as the powerhouses of the cells, one emerging function of mitochondria is the regulation of innate immunity [3]. The outer membrane of mitochondria hosts mitochondrial antiviral-signaling proteins (MAVS) that act as essential downstream factors for melanoma differentiation-associated protein 5 (MDA5) and retinoic acid-inducible gene-I (RIG-I) to drive innate immunity against double-stranded RNAs (dsRNAs) [4]. In addition, mitochondrial DNA (mtDNA) can also trigger innate immunity as its unique methylation pattern makes it appear to be of foreign origin [5]. In this context, the mtDNA acts as an agonist for Toll-like receptor 9 (TLR9) and induces a type I interferon (IFN) response via the cytosolic cyclic GMP-Amp synthase (cGAS)-stimulator of the interferon genes (STING) pathway [6,7].

Recently, mitochondrial RNAs (mtRNAs) have been receiving increasing attention as potent inducers of innate immunity [8,9,10]. Due to the bidirectional transcription of the circular genome, the mtDNA produces long complementary RNAs that can bind to each other to form intermolecular dsRNAs [11]. When released to the cytosol, these mitochondrial dsRNAs (mt-dsRNAs) are recognized by MDA5 and protein kinase R (PKR) to trigger the type I IFN response and initiate apoptotic programs [8,9,10,12]. The cytosolic efflux of mt-dsRNAs occurs through the Bax/Bak pore either due to mutations in the polyribonucleotide nucleotidyltransferase 1 (PNPT1) gene or by stressors that disturb the mitochondrial membrane potential [8,9,10,12]. Notably, recent studies reported a close association between the cytosolic release of mt-dsRNAs in the pathogenesis of human inflammatory diseases and aberrant immune activation. For instance, under alcohol-induced liver injury, mt-dsRNAs are released to the cytosol and even to the extracellular space via exosomes, where they activate TLR3 in neighboring cells [13]. Moreover, under osteoarthritis-eliciting conditions, such as mitochondrial dysfunction, increased levels of reactive oxygen species (ROS), and DNA damage, mt-dsRNAs are released to the cytosol, where they activate PKR to promote chondrocyte death [10]. Lastly, activation of antiviral signaling by exogenous dsRNAs also results in aberrant accumulation and the subsequent cytosolic release of mt-dsRNAs to promote downstream immune signaling pathways [9]. In this context, mt-dsRNAs act as positive feedback factors to potentiate the antiviral signaling initiated by the exogenous dsRNAs [9].

The activation of antiviral signaling by mt-dsRNAs can be reduced by triggering autophagy [10]. A recent study reported that autophagy inducers such as torin-1 or metformin protected cells during mitochondrial stress by removing cytosolic mt-dsRNAs and subsequently preventing PKR activation. In addition, blocking the cytosolic release of mt-dsRNAs through the action of muscarinic agonist acetylcholine also protected cells from mt-dsRNA-mediated potentiation of antiviral signaling [9]. Based on this evidence, we asked whether enhancing mitochondrial function and protecting mitochondria from external stressors through antioxidant resveratrol (RES) could be another potential strategy for deactivating or preventing the activation of antiviral signaling. RES is a naturally occurring phenolic product abundantly found in grape skins and wines [14]. It is known to exhibit antioxidant properties both in vitro and in vivo settings through the activation of sirtulin 1 (SIRT1), mammalian nicotinamide adenine dinucleotide (NAD+)-dependent histone deacetylase that promotes mitochondrial function and protects the cells from oxidative stress [15]. Through SIRT1 activation, RES has demonstrated its ability as a neuroprotective agent by rescuing retinal neuronal cell death in diabetic mice [16]. Moreover, RES also shows antiviral effects in a wide range of human and animal viruses by interfering with the viral life cycle [17,18]. Considering the close association of mitochondrial function with diabetes and in response to viral infection, RES may also function to prevent the activation of antiviral signaling by mt-dsRNAs.

In this study, we investigated the potential of utilizing RES as a protective agent against immunogenic stressors that trigger the mt-dsRNA-mediated antiviral response. We first examined whether RES pretreatment affected the cellular response to exogenous dsRNAs by transfecting cells with polyinosinic-polycytidylic acid (poly I:C), a synthetic dsRNA that mimics viral infection. In particular, we examined the expression of key downstream effectors activated by poly I:C transfection using high-throughput sequencing. As an alternative method to induce the expression of mt-dsRNAs, we examined the effect of RES on mitochondrial stressor oligomycin A (OA). As a comparison, we used tunicamycin (TN) to examine the effect of RES during endoplasmic reticulum (ER) stress. Collectively, our study demonstrates the potential use of RES in protecting cells from mt-dsRNA-mediated activation of antiviral signaling during immunogenic stress.

## 2. Results

### 2.1. RES Prevents the Autoimmune Response by Exogenous dsRNAs

We began our investigation by analyzing the effect of RES on cellular response to poly I:C stimulation. We recently reported that transfecting poly I:C to human salivary gland acinar cells (NS-SV-AC) increased cellular mt-dsRNA levels and promoted the cytosolic release of mt-dsRNAs [9]. These mt-dsRNAs in the cytosol were then recognized by PKR and activated the kinase to potentiate the antiviral response initiated by poly I:C [9]. Of note, the poly I:C stimulation of salivary gland cells is commonly used to study the aberrant immune activation that drives the development of primary Sjögren’s syndrome (SS), a systemic autoimmune disease characterized by dysfunction in exocrine glands [9,19,20,21]. Consistent with our in vitro data, elevated mt-dsRNA expression was also observed in the saliva and tear samples of SS patients, and the expression of mt-dsRNA correlated with secretory dysfunction in patients [9]. Considering that antioxidant RES administration resulted in significant improvement in the salivary gland function of the non-obese diabetic mice (an in vivo model of SS) [22], we asked whether RES could counter the cellular response to poly I:C in NS-SV-AC cells at the molecular level.

Similar to our previous study [9], we cultured NS-SV-AC cells as 3D spheroids by employing a poly(2,4,6,7-tetravinyl-2,4,6,8-tetramethyl cyclotetrasiloxane) (pV4D4) functional polymer thin-film platform to consider the physiology of exocrine glands [23]. First, we confirmed that poly I:C stimulation led to the elevation of mtRNA transcripts in NS-SV-AC spheroids (Figure 1A). We then performed mRNA-seq analysis on NS-SV-AC spheroids transfected with poly I:C and showed significant induction of several IFN-stimulated genes (ISGs) relevant to SS, such as *MX2*, *MX1*, and *IFI27* [24,25] (Figure 1B, left columns). The degree of these ISG inductions was then compared with spheroids that were pretreated with RES 24 h prior to poly I:C transfection (Figure 1B, right columns). Here, we pretreated cells with 20 μM of RES because previous studies reported that low doses of RES ranging from 3–30 μM protected cells from oxidative stress by decreasing mitochondrial ROS production while increasing the expression of SIRT1 and its downstream antioxidant proteins, such as peroxisome proliferator-activated receptor gamma coactivator-1α (PGC-1α) and nuclear respiratory factor 1 (NRF-1) [26,27,28,29,30,31].

According to our mRNA-seq result, we found that out of 36 genes relevant to type I IFN, 23 genes showed more than a 1.5-fold degree of reduced induction, with *p*-values less than 0.05 (Figure 1B). Of note, we consider a gene “rescued” when the effects of poly I:C-triggered mtRNAs and ISG induction were reversed via RES treatment. We further confirmed the mRNA-seq results using RT-qPCR and validated that eight out of nine genes showed a statistically significant reduction in expression (Figure 1C). Next, we assembled the top 200 genes that showed a statistical rescue effect upon RES treatment, and performed gene ontology (GO) analysis to reveal that genes related to an antiviral immune response (both type I and type II IFN responses) were restored in RES-pretreated spheroids (Figure S1A,B). In addition to IFN responses, RES also reversed gene expressions related to chemoattractant, lymphocyte chemotaxis, and regulation of viral genome replication, indicating that RES pretreatment countered the poly I:C-triggered gene expression changes globally (Figure S1B).

As the increased dsRNA expression by poly I:C transfection also initiated apoptotic programs, we performed an acid phosphatase assay (APH) to examine the effect of RES on cell proliferation (Figure 1D). While poly I:C transfection decreased cell viability by 15%, this reduction was restored by 14.5% in cells pretreated with RES. Ultimately, we investigated whether the apparent rescue effect of RES pretreatment was attributable to changes in mtRNA expression. Similar to ISG induction, five out of eight mtRNAs showed a statistically significant rescue effect upon RES pretreatment prior to poly I:C transfection (Figure 1E).

The poly I:C stimulation in NS-SV-AC spheroids is known to mimic the glandular characteristics of SS, such as the disruption of tight junction complex (TJC) proteins and water channel proteins [32,33]. Based on the previous reports [32,33,34], we examined the expression patterns of two TJC proteins, Zonula occludens-1 (ZO-1) and occludin, as well as aquaporin-5 (AQP5) water channel protein as readouts for the effects of RES. Of note, we generated and analyzed NS-SV-AC cells with a stable expression of AQP5-GFP under the constitutive promoter for robust analysis of AQP5 expression in the 3D spheroids. Upon RES pretreatment, we found that the expression levels of the aforementioned proteins were all restored nearly completely (Figure 2A,B). Quantification of the image data clearly showed that the signal intensities of both ZO-1 and occludin were not affected by poly I:C in the RES-pretreated cells. A similar effect was observed for AQP5.

### 2.2. Mitochondrial Stressor OA Induces mtRNA Expression

In addition to the role of RES in protecting cells from autoimmune responses to poly I:C [22,35,36,37], we asked whether the antioxidant could also rescue the downstream effects of other types of cellular stressors. For the rest of the investigation, we switched the experimental system to the HCT116 colorectal carcinoma cell line because ROS production and the subsequent oxidative stress are often associated with colorectal cancer progression [38]. In particular, metastasis of colorectal cancer is developed from various signaling pathways regulated by ROS production and oxidative stress [39,40,41]. Moreover, antioxidant and anti-inflammatory effects are becoming increasingly important in preventing colorectal cancer because oxidative stress can trigger fibrosis and tissue injuries in colorectal cancer patients with chronic inflammation in the gastrointestinal tract [40,42,43,44,45]. Therefore, we examined the effect of immunogenic stressors that could induce an inflammatory response in HCT116 cells and investigated whether RES could counter their downstream effects.

Similar to our study using NS-SV-AC cells, we first analyzed the effect of poly I:C stimulation and found that the poly I:C resulted in significant upregulation of mtRNAs in HCT116 cells (Figure 3A). All examined mtRNAs showed at least a three-fold increase in expression seven h after poly I:C transfection. We then expanded our investigation to examine the potential rescue effect of RES on other immunogenic stressors that might exert their effects via mtRNAs. We chose OA and TN as two representative stressors that target mitochondria or ER, respectively. OA is an inhibitor of ATP synthase in the electron transfer system often used to induce mitochondrial dysfunction [10,46,47], and TN is known to induce ER stress by promoting the accumulation of unfolded proteins in the ER lumen [48,49,50]. With these stressors, we analyzed first whether they could induce the expression of mtRNAs, and then whether RES could counter the downstream effects of these stressors.

First, we treated HCT116 cells with OA and found that the expression levels of all examined mtRNAs were increased significantly (Figure 3B). This result is consistent with our recent report that mitochondrial dysfunction under osteoarthritis-eliciting conditions resulted in the elevation of mt-dsRNA levels and subsequent PKR activation [10]. Next, we treated HCT116 cells with TN, but we could not observe any significant change in mtRNA expression except for *CO3* mtRNA (Figure 3C).

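HCT116 cells, a human colorectal carcinoma cell line, were treated for 24 h with OA, an inhibitor of the mitochondrial ATP synthase, or with TN, an inhibitor of protein N-glycosylation, and their RNA was sequenced. Each stressor had 3 biological replicates and 3 DMSO-treated replicates of its own, which makes 12 libraries. The dose of OA is 10 µg/mL in the paper and 5 µg/mL in the sample labels, and the dose of TN is 5 µg/mL in both. The paper calls the assay mRNA-seq, whereas the labels name a kit for stranded libraries from total RNA. The authors aligned the reads to hg38 with the STAR aligner and deposited raw counts for 60708 genes, together with their DESeq2 results for each stressor. The paper's text does not state which strand column of the STAR counts was kept. The counts summed to 17260193, 24983573, and 17587822 in the DMSO libraries of OA and to 12228512, 13719776, and 9884124 in the OA libraries. They summed to 18325231, 15975840, and 12618634 in the DMSO libraries of TN and to 11952894, 10332659, and 11513425 in the TN libraries. The noncoding RNA RN7SL1 alone took from 6.02% of the counts in DMSO replicate 1 of OA to 17.9% in OA replicate 2. The counts were normalized here by edgeR's TMM method, genes with low counts were removed by its filterByExpr function, and treated libraries were compared with their own DMSO libraries. Of the 14681 genes tested for OA, 658 had an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 405 higher and 253 lower. Of the 14432 genes tested for TN, 1009 did, 527 higher and 482 lower. The authors' deposited tables hold 959 higher and 683 lower genes under the same threshold for OA, and 863 higher and 862 lower genes for TN. The calls made here share 655 genes with the authors' deposited table for OA and 1009 for TN. Deviations of 10 of the 12 libraries from their group mean followed the GC content of the transcripts across genes, and an offset for GC content in each library, chosen after the data were seen, raised the calls to 2356 genes for OA and 3136 for TN. A block for the replicate number raised the TN calls to 3915 genes. Leaving out 1 library moved the OA calls from 3 genes without DMSO replicate 2 or 3 to 1179 genes without OA replicate 1, and the TN calls from 151 genes without DMSO replicate 3 to 2361 genes without TN replicate 1. Scaling to total counts in place of TMM moved the median log2 fold change of all tested genes from -0.02 to -0.23 for OA and from -0.03 to -0.18 for TN, and scaling to ACTB moved it to 0.42 and 0.30.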

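The 10 mtRNAs of the heatmap are ND1, ND2, ND3, ND4, ND5, ND6, CO1, CO2, CO3, and CYTB, which the annotation lists as MT-CYB. Together, they took 0.127% ± 0.0147 (SD, n = 3) of all counts in the DMSO libraries of OA and 0.185% ± 0.0163 (SD, n = 3) in the OA libraries. Their share was 0.135% ± 0.00507 (SD, n = 3) in the DMSO libraries of TN and 0.176% ± 0.0298 (SD, n = 3) in the TN libraries. In both comparisons, every treated library had a larger share than every DMSO library (two-sided exact permutation test, p = 0.1, the smallest p that 3 against 3 allow). The increase in share was 0.058 percentage points with OA and 0.0404 percentage points with TN. The latter fell to 0.0249 percentage points without TN replicate 1. Between 82.1% and 90.5% of these counts came from CO1 and CO3, so the share mostly follows these mtRNAs. How many mitochondrial reads were lost before counting was not tested, so the share is not a measure of all mitochondrial RNA. To test the difference between the stressors, the change with OA minus the change with TN was fitted across the 12 libraries. Its median over the 10 mtRNAs was 0.15 on the log2 scale, and 8 of the 10 values were positive (adjusted p = 0.705 in limma's fry rotation test with Benjamini-Hochberg adjustment over 18 list tests). It ranged from 0.03 without DMSO replicate 1 of TN to 0.43 without TN replicate 1, and scaling to ACTB gave the highest value among the other settings, 0.37. Among all 15429 genes tested, 0 differed between the stressors with an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 348 had an unadjusted p under 0.05. The latter is a smaller share than this threshold gives by chance, so the contrast appears conservative. The 0 calls therefore do not show that the responses are alike.

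**Figure D1:**
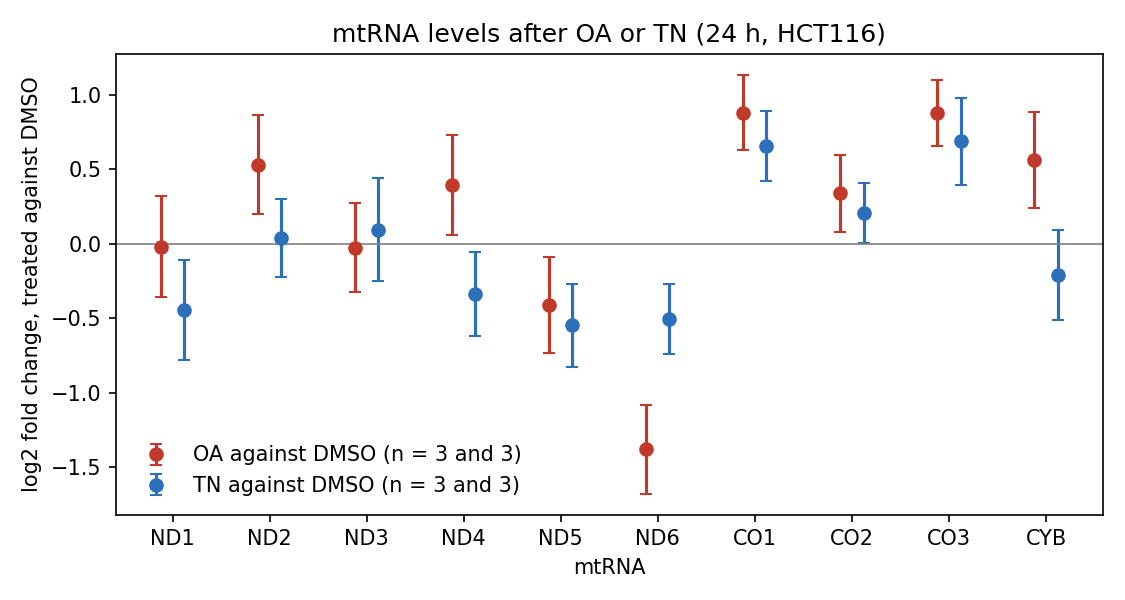
Log2 fold changes of the 10 mtRNAs (horizontal axis) in OA-treated and TN-treated HCT116 cells against their own DMSO libraries, each point from 3 treated and 3 DMSO libraries and each bar ± 1 standard error. With TMM scaling, CO1 and CO3 lie above 0 for both stressors and ND5 and ND6 below 0.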

We further analyzed the cellular response to OA or TN treatment through mRNA-seq and found that the increase in mtRNA expression is more apparent in OA-treated cells than in TN-treated cells (Figure 3D). Except for *ND5* and *ND6*, mtRNAs showed an increase in expression upon OA treatment (Figure 3D, left columns). Moreover, OA treatment induced the expression of 24 out of 26 ISGs, including *DDIT4*, *ISG20*, *OASL*, *IRF1*, *IRF7*, *IFI27*, and *MMP1*, as shown in the left three columns of Figure 3E. 

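On the mitochondrial chromosome of hg38, CO1 spans positions 5904 to 7445, CO3 spans 9207 to 9990, and ND6 spans 14149 to 14673 on the opposite strand, directly after ND5. CO1 rose from 500 ± 60.5 CPM (SD, n = 3) in DMSO-treated cells to 920 ± 211 CPM (SD, n = 3), a log2 fold change of 0.88 (standard error 0.25, adjusted p = 0.086 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). CO3 rose from 478 ± 45.3 to 877 ± 127 CPM (SD, n = 3 each), a log2 fold change of 0.88 (standard error 0.22, adjusted p = 0.065 in the same edgeR test with Benjamini-Hochberg adjustment). ND6 fell from 12.3 ± 2.12 to 4.70 ± 0.646 CPM (SD, n = 3 each), a log2 fold change of -1.38 (standard error 0.30, adjusted p = 0.043 in the same test with Benjamini-Hochberg adjustment). For these 3 mtRNAs, no OA library overlapped a DMSO library. The log2 fold changes of CYTB, ND2, ND4, and CO2 were 0.56, 0.53, 0.39, and 0.34, and those of ND1, ND3, and ND5 were -0.02, -0.03, and -0.41, with standard errors between 0.26 and 0.34. Their adjusted p in edgeR's test with Benjamini-Hochberg adjustment ranged from 0.33 for CYTB to 0.98 for ND1. Thus 6 of the 10 mtRNAs were higher, and the median log2 fold change was 0.37 (adjusted p = 0.542 in limma's fry rotation test with Benjamini-Hochberg adjustment over the list tests). ND6 alone passed an adjusted p of 0.05 over all genes, and 3 mtRNAs, ND6, CO1, and CO3, passed it adjusted over the list alone. In the authors' deposited table, ND6, CO1, and CO3 have adjusted p of 0.00522, 0.0446, and 0.0259 from DESeq2 with Benjamini-Hochberg adjustment. Across the 11 alternative fits of a gene, the adjusted p from edgeR or DESeq2 with Benjamini-Hochberg adjustment ranged from 0.00498 to 0.124 for ND6, from 0.00696 to 0.0866 for CO1, and from 0.00559 to 0.0746 for CO3. With scaling to ACTB, ND1, ND3, and ND5 turned to 0.45, 0.40, and 0.02, and ND3 was also 0.44 with GC offsets. Without OA replicate 2, the median was 0.08 with 5 of the 10 mtRNAs higher, and ND6 kept an adjusted p under 0.05 in 1 of the 6 fits that left out 1 library. CYTB, ND2, ND4, and CO2 were 0.19, 0.34, -0.007, and 0.16 without OA replicate 2. They were 0.76, 0.72, 0.61, and 0.51 without OA replicate 1. Nuclear sequence of at least 98% identity covers 100% of CO1 and ND2, 70.0% of CO3, 46.1% of ND1, and 7.36% of CYTB, and 0% of ND3, ND4, ND5, ND6, and CO2. At 95% identity, it also covers 100% of CO2, 99.9% of ND4, 99.8% of ND6, 19.7% of ND3, and 2.76% of ND5. Counts of these mtRNAs could thus be split with nuclear copies or lost to them. Since the strand column is not stated, counts of ND6 could include RNA of the opposite strand.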

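Of the 26 ISGs, 24 had a higher level in OA-treated cells, and 20 had enough counts to be tested. In 12 of the 26, every OA library lay above the mean of the DMSO libraries. The median log2 fold change of the tested ISGs was 0.59, and 19 of the 20 were higher (adjusted p = 0.0159 in limma's fry rotation test with Benjamini-Hochberg adjustment over the list tests). The adjusted p of limma's fry test with Benjamini-Hochberg adjustment was 0.101 when all 12 libraries were fitted together, and it ranged from 0.0101 to 0.101 over 11 alternatives with fry, under 0.05 in 9 of them. With camera in place of fry, it was 5.47e-06 at a preset and 0.106 at an estimated correlation. Over the 6 fits that left out 1 library, the median ranged from 0.54 without DMSO replicate 2 to 0.96 without DMSO replicate 1. In these fits, the adjusted p of limma's fry test with Benjamini-Hochberg adjustment ranged from 0.00417 to 0.0742, under 0.05 in 4. DDIT4 (chromosome 10, 72273919 to 72276036) rose from 39.4 ± 5.59 to 939 ± 293 CPM (SD, n = 3 each), a log2 fold change of 4.58 (standard error 0.32, adjusted p = 0.00219 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). DDIT3 (chromosome 12, 57516588 to 57521737) had a log2 fold change of 5.23 (standard error 0.51) and ISG20 (chromosome 15, 88635670 to 88656483) of 3.78 (standard error 0.70), with adjusted p of 0.0100 and 0.0303 in the same edgeR test with Benjamini-Hochberg adjustment. These 3 genes passed an adjusted p of 0.05 over all genes, and 5 ISGs passed it adjusted over the list alone. TRIM25 passed it in 8 of 11 alternatives, from 0.00516 to 0.0563 in edgeR or DESeq2 with Benjamini-Hochberg adjustment. In the 6 fits that left out 1 library, it passed in 2, from 0.0342 to 0.229 in edgeR with Benjamini-Hochberg adjustment. Without OA replicate 2, the log2 fold change of ISG20 was 2.50, and its adjusted p from edgeR with Benjamini-Hochberg adjustment ranged from 0.00537 to 0.161 over the 6 fits that left out 1 library. OASL (chromosome 12, 121017763 to 121039246) had a log2 fold change of 1.47 (standard error 0.35, adjusted p = 0.0564 in edgeR's test with Benjamini-Hochberg adjustment), and its adjusted p over the alternatives ranged from 0.00447 to 0.390. IRF7 (chromosome 11, 612553 to 615983) reached 1.25, IRF1 (chromosome 5, 132440440 to 132508719) 0.97, and IFI27 (chromosome 14, 94104836 to 94116695) 0.61, with standard errors of 0.52, 0.45, and 0.51 and adjusted p of 0.198, 0.240, and 0.505 from edgeR with Benjamini-Hochberg adjustment. Without OA replicate 2, IRF1 was 0.22 and IRF7 0.46, and without OA replicate 1, IFI27 was 0.08. MMP1 (chromosome 11, 102789401 to 102798160) had 1, 3, and 0 counts in the DMSO libraries and 40, 49, and 6 in the OA libraries, at least 19.8-fold higher when the DMSO libraries are set to a floor of 3 counts. MMP1 was not tested with the filter. Without a filter, its adjusted p was 3.6e-05 in edgeR's test with Benjamini-Hochberg adjustment. In the authors' deposited table, it is 3.44e-05 from DESeq2 with Benjamini-Hochberg adjustment. Leaving out 1 library gave from 0.0371 to 0.159 in edgeR's test with Benjamini-Hochberg adjustment. LY6E was the one tested ISG that was lower (log2 fold change -0.71, standard error 0.25, adjusted p = 0.139 in edgeR's test with Benjamini-Hochberg adjustment). IFNB1 and CXCL10, which are among the 24 higher genes, had at most 2 counts in any library, and OAS2 was also under the floor in both groups.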

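Each library was set against the mean of the DMSO libraries by the median log2 level over the genes of a list. For the 10 mtRNAs, OA replicates 1, 2, and 3 lay at -0.04, 0.55, and 0.21, and the DMSO replicates at -0.13, 0.06, and 0.09. For 25 ISGs, OA replicates 1, 2, and 3 lay at 0.84, 0.36, and 0.26, and the DMSO replicates at 0, 0, and -0.01. Set against the DMSO library of the same number, OA replicates 1, 2, and 3 lay at -0.03, 0.48, and 0.24 for the mtRNAs and at 0.42, 0.78, and 0.29 for the ISGs, so the replicate with the highest ISG value depends on the reference. With 3 libraries in each group, no correlation across libraries was computed.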

Clearly, increased expression of mtRNAs correlated with the IFN response assessed by the induction of ISGs. 

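The paper's GO input, genes with a log2 fold change over 0.585 and an unadjusted p under 0.05, came to 1884 genes for OA in edgeR's quasi-likelihood test and to 2071 genes in the authors' deposited table. With an adjusted p in place of the unadjusted p, it came to 405 genes. ClueGO and its annotation were not used here. In their place, a list of 23 apoptosis genes, chosen before the data were examined, was tested. The list also holds genes that oppose cell death, such as BCL2L2, so its median does not measure activation alone. Its median log2 fold change was 0.21, and 13 of the 23 genes were higher (adjusted p = 0.0382 in limma's fry rotation test with Benjamini-Hochberg adjustment over the list tests). The death receptor gene TNFRSF10B (chromosome 8, 23020133 to 23069031) rose by 2.40 on the log2 scale, BBC3 (chromosome 19, 47220822 to 47232766) by 2.12, and HRK (chromosome 12, 116856144 to 116881441) by 1.56, with standard errors of 0.34, 0.38, and 0.35 and adjusted p of 0.0189, 0.0281, and 0.0483 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. These were the 3 genes of the list with an adjusted p under 0.05, and 7 genes passed it adjusted over the list alone. The median was -0.04 when counts were scaled to library totals and 0.69 when they were scaled to ACTB. The adjusted p of limma's fry test with Benjamini-Hochberg adjustment was under 0.05 in 7 of 10 alternatives, with a range from 0.000515 to 0.265. With camera and Benjamini-Hochberg adjustment, it was 0.0921 at a preset and 0.331 at an estimated correlation. The median ranged from 0.08 without OA replicate 3 to 0.40 without DMSO replicate 2.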

The GO analysis of OA-treated cells revealed the activation of pathways related to programmed cell death, including the intrinsic apoptotic signaling pathway, apoptotic signaling pathway, and regulation of the apoptotic signaling pathway (Figure S2A). Other pathways that were significantly upregulated upon OA treatment included a response to the ER stress, response to extracellular stimulus, epithelial cell migration, and a response to decreased oxygen levels (Figure S2B).

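The unfolded protein response was tested with a list of 24 target genes, of which 23 had enough counts. All 23 were higher with TMM scaling, with a median log2 fold change of 1.00 (adjusted p = 0.0862 in limma's fry rotation test with Benjamini-Hochberg adjustment over the list tests). HSPA5 (chromosome 9, 125234853 to 125241382) rose by 2.83, EDEM1 (chromosome 3, 5187646 to 5219958) by 1.47, and XBP1 (chromosome 22, 28794555 to 28800597) by 1.36 on the log2 scale, with standard errors of 0.52, 0.30, and 0.28 and adjusted p of 0.0301, 0.0369, and 0.0400 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In all, 4 genes of this list had an adjusted p under 0.05, and 10 adjusted over the list alone. Without OA replicate 2, the median of the list was 0.47, and the adjusted p of limma's fry test with Benjamini-Hochberg adjustment ranged from 0.0166 to 0.202 over the 6 fits that left out 1 library. A list of 26 genes of the integrated stress response, 24 of them tested, had a median of 2.53, with all 24 higher (adjusted p = 0.0015 in limma's fry test with Benjamini-Hochberg adjustment). CHAC1 (chromosome 15, 40952962 to 40956512) rose by 4.31 and GDF15 (chromosome 19, 18374731 to 18389176) by 3.52, with standard errors of 0.35 and 0.25 and adjusted p of 0.00437 and 0.00219 in edgeR's test with Benjamini-Hochberg adjustment. Here, 17 genes passed an adjusted p of 0.05 over all genes and 21 adjusted over the list alone. This list shares 2 genes, DDIT3 and DDIT4, with the 26 ISGs. For the response to decreased oxygen levels, 25 of 26 hypoxia genes were tested, and 18 were higher, with a median of 0.37 (adjusted p = 0.0015 in limma's fry test with Benjamini-Hochberg adjustment). NDRG1 (chromosome 8, 133237175 to 133302022) rose by 3.20, SLC2A3 (chromosome 12, 7919230 to 8019007) by 2.25, and VEGFA (chromosome 6, 43770184 to 43786487) by 1.92, with standard errors of 0.36, 0.27, and 0.26 and adjusted p of 0.0116, 0.0142, and 0.0168 in edgeR's test with Benjamini-Hochberg adjustment. In this list, 5 genes passed an adjusted p of 0.05 over all genes, and 5 adjusted over the list alone. The hypoxia median was 0.16 with counts scaled to library totals and 0.81 with scaling to ACTB. Its adjusted p in limma's fry test with Benjamini-Hochberg adjustment ranged from 0.000515 to 0.173 over 10 alternatives. With camera and Benjamini-Hochberg adjustment, it was 0.00248 at a preset and 0.0822 at an estimated correlation. The terms for extracellular stimulus and epithelial cell migration were not tested here.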

In the case of TN-treated cells, the mRNA-seq analysis revealed decreased levels of many mtRNAs, such as *ND1*, *ND4*, *ND5*, *ND6*, and *CYTB* (Figure 3D, right columns). 

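In TN-treated cells, ND1 (positions 3307 to 4262 of the mitochondrial chromosome) fell by 0.45 on the log2 scale, ND4 (10760 to 12137) by 0.34, ND5 (12337 to 14148) by 0.55, ND6 by 0.51, and CYTB (14747 to 15887) by 0.21. Their standard errors were 0.33, 0.28, 0.28, 0.23, and 0.30, and their adjusted p were 0.469, 0.520, 0.277, 0.234, and 0.725 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. ND6 went from 14.9 ± 2.38 CPM in the DMSO libraries to 10.5 ± 0.798 CPM (SD, n = 3 each), and it was the one of these 5 mtRNAs whose TN libraries lay apart from all DMSO libraries. The other 5 mtRNAs were higher, with log2 fold changes of 0.69 for CO3, 0.65 for CO1, 0.21 for CO2, 0.09 for ND3, and 0.04 for ND2. In total, 0 of the 10 mtRNAs had an adjusted p under 0.05 over all genes, 0 adjusted over the list alone, and 2, CO1 and CO3, an unadjusted p under 0.05. With a block for the replicate number, 3 mtRNAs passed an adjusted p of 0.05. In that edgeR fit with Benjamini-Hochberg adjustment, ND5 had a log2 fold change of -0.54 (adjusted p = 0.0378), CO1 of 0.62 (adjusted p = 0.0134), and CO3 of 0.61 (adjusted p = 0.0381). Over 11 alternatives, the adjusted p from edgeR or DESeq2 with Benjamini-Hochberg adjustment ranged from 0.0235 to 0.624 for ND5, from 0.000929 to 0.247 for CO1, and from 0.00639 to 0.239 for CO3. CYTB turned to 0.14 with scaling to ACTB and to 0.03 without DMSO replicate 1, while ND2 and ND3 turned to -0.10 and -0.09 with scaling to library totals. In fits that left out 1 library, CO3 ranged from 0.35 to 0.82 and CO1 from 0.46 to 0.75. ND1 ranged from -0.66 to -0.10 and ND4 from -0.58 to -0.15 in these fits.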

Notably, the overall change in mtRNA expression was negligible in TN-treated cells compared to OA-treated cells. Moreover, 20 out of 26 ISG levels were either unaffected or slightly downregulated upon TN treatment (Figure 3E, right columns), thereby suggesting that TN has only minor effects on mtRNA expression and the following ISG induction. 

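The median log2 fold change of the 10 mtRNAs was -0.09 in TN-treated cells, and 5 of the 10 were higher (adjusted p = 0.852 in limma's fry rotation test with Benjamini-Hochberg adjustment over the list tests). TN replicates 1, 2, and 3 lay at 0.05, -0.23, and -0.29 relative to the mean of their DMSO libraries, and the DMSO replicates themselves at 0.25, -0.16, and -0.11. The median ranged from -0.31 without TN replicate 1 to 0.06 without DMSO replicate 1. It was 0.26 with scaling to ACTB and 0.02 with GC offsets, and the adjusted p of limma's fry test with Benjamini-Hochberg adjustment ranged from 0.0641, with scaling to ACTB, to 0.902 over 11 alternatives, while camera gave 0.919 and 0.966. Thus the direction of this median was not resolved at 3 against 3 libraries.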

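Of the 26 ISGs, 19 were lower in TN-treated cells and 7 were higher, and 24 had enough counts to be tested. The tested ISGs had a median log2 fold change of -0.51, with 6 of the 24 higher (adjusted p = 0.827 in limma's fry rotation test with Benjamini-Hochberg adjustment over the list tests). Leaving out 1 library moved the median from -0.89 without DMSO replicate 1 to -0.35 without DMSO replicate 3. In these fits, the adjusted p of limma's fry test with Benjamini-Hochberg adjustment ranged from 0.165 to 0.957. DDIT3 rose by 4.33 (standard error 0.34) and DDIT4 by 3.68 (standard error 0.29) on the log2 scale, each with an adjusted p of 0.0024 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. They were the 2 ISGs with an adjusted p under 0.05, over all genes and adjusted over the list alone. The log2 fold changes of RSAD2, IFNB1, IFITM1, and CXCL10 were -2.70, -2.40, -2.37, and -2.32, but with standard errors of 1.68, 1.46, 1.37, and 1.43, since the DMSO libraries differed. The counts of OASL reached 206 ± 172 CPM in the DMSO libraries of TN and 57.7 ± 39.9 CPM in the TN libraries (SD, n = 3 each), compared to 9.00 ± 1.34 CPM (SD, n = 3) in the DMSO libraries of OA. Relative to the mean of the DMSO libraries of OA, the median level of 25 ISGs was -0.03 in DMSO replicate 1 of TN but 3.77 and 3.73 on the log2 scale in DMSO replicates 2 and 3. In TN replicates 1, 2, and 3 it was 0.14, 2.99, and 2.92. A block for the replicate number, which takes up such differences, left the median at -0.50 but brought 10 of the 24 ISGs to an adjusted p under 0.05. Besides DDIT3 and DDIT4, these were RSAD2, IFNB1, CXCL10, IFITM1, IFI44, OAS1, IFIT3, and IFIT2, all lower, with log2 fold changes from -2.72 for RSAD2 to -1.36 for IFIT2 and adjusted p from 0.000299 for OAS1 to 0.0332 for CXCL10 in edgeR's test with Benjamini-Hochberg adjustment. Over 10 alternatives, those of OAS1 reached 0.634 and those of CXCL10 0.646, and 2 of the 10 gave each gene an adjusted p under 0.05. The change of the ISGs with OA minus that with TN had a median of 1.49 (adjusted p = 0.330 in limma's fry test with Benjamini-Hochberg adjustment), and 24 of 25 values were positive. Over the 12 fits that left out 1 library, this adjusted p ranged from 0.0159 to 0.583, and it was under 0.05 in the fit without DMSO replicate 1 of TN, with a median of 2.03. The paper sets the TN-treated cells beside the OA-treated cells. It reports a far smaller overall change of the mtRNAs with TN than with OA and no increase of most ISGs with TN, and from both it proposes that TN acts little on mtRNAs and on the ISGs that would follow them.

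**Figure D2:**
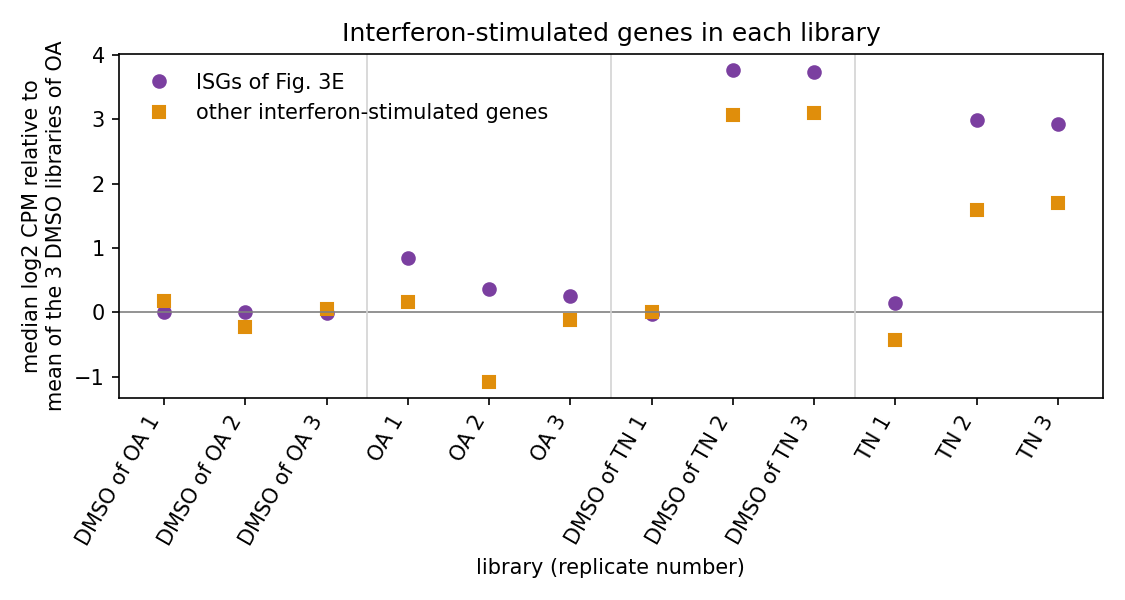
Median log2 CPM of the ISGs of Figure 3E (circles, 25 genes) and of other interferon-stimulated genes (squares, 33 genes) in each of the 12 libraries, relative to the mean of the 3 DMSO libraries of OA. DMSO replicates 2 and 3 of TN lie highest, TN replicates 2 and 3 next, and both libraries numbered 1 of the TN experiment lie near 0.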

While changes in ISG levels upon TN treatment were not so evident, our mRNA-seq data clearly revealed a significant increase in the expression of genes related to ER stress, such as *ATF4*, *XBP1*, and *ERN1* (Figure S3A). Indeed, our GO analysis revealed that pathways related to cellular response to chemical stress, response to ER stress, and the regulation of the apoptotic process were significantly activated (Figure S3B). 

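ATF4 (chromosome 22, 39519695 to 39522683) rose from 465 ± 31.7 CPM in DMSO-treated cells to 1277 ± 225 CPM in TN-treated cells (SD, n = 3 each), a log2 fold change of 1.46 (standard error 0.20, adjusted p = 0.00906 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). XBP1 had a log2 fold change of 1.23 (standard error 0.21, adjusted p = 0.0175 in the same test with Benjamini-Hochberg adjustment). ERN1 (chromosome 17, 64039080 to 64130819) rose from 13.2 ± 0.935 to 42.0 ± 9.53 CPM (SD, n = 3 each), a log2 fold change of 1.66 (standard error 0.24, adjusted p = 0.00968 in the same test with Benjamini-Hochberg adjustment). For each gene, every TN library lay above every DMSO library. The 3 genes kept an adjusted p under 0.05 in all 11 alternative fits, while ATF4 and ERN1 kept it in 4 and XBP1 in 3 of the 6 fits that left out 1 library. Of the 8 ER stress genes that the paper names for either stressor, 6 were higher with an adjusted p under 0.05, and 7 adjusted over the list alone. They include HSPA5 (2.90, standard error 0.21) and EIF2AK3 (1.24, standard error 0.23). CANX (0.86, standard error 0.34) passed with the replicate block (0.76, adjusted p = 0.0298 in edgeR's test with Benjamini-Hochberg adjustment, from 0.000634 to 0.290 over 11 alternatives), and PPP1R15A (0.38, standard error 0.46) did not. The count of 6 fell to 2 without DMSO replicate 2 or 3 and was 7 without TN replicate 1.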

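For TN, 1671 genes met the log2 fold change and unadjusted p of the paper's GO input in edgeR's test, and 1822 genes did in the authors' deposited table. With an adjusted p, 527 genes met it. The apoptosis list had a median log2 fold change of 0.21 in TN-treated cells, with 12 of 23 genes higher (adjusted p = 0.101 in limma's fry rotation test with Benjamini-Hochberg adjustment over the list tests). TNFRSF10B rose by 1.73 (standard error 0.18) and BBC3 by 1.56 (standard error 0.35) on the log2 scale, with adjusted p of 0.00501 and 0.0418 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and these 2 genes also passed adjusted over the list alone. The adjusted p of the list in limma's fry test with Benjamini-Hochberg adjustment ranged from 0.00124 to 0.486 over 10 alternatives and was under 0.05 in 3 of them and in 5 of the 6 fits without 1 library, while camera gave 0.17 and 0.546. Without TN replicate 1, which is 1 of these 5 fits, the median turned to -0.04. With the replicate block, 10 genes of the list had an adjusted p under 0.05. The list of the integrated stress response had a median of 1.85, with all 24 tested genes higher (adjusted p = 0.00131 in limma's fry test with Benjamini-Hochberg adjustment). Of these, 16 passed an adjusted p of 0.05 over all genes and 20 adjusted over the list alone, among them GDF15 with a log2 fold change of 3.22 (standard error 0.21). The term for chemical stress was not tested here.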

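The 23 tested target genes of the unfolded protein response had a median log2 fold change of 1.90 in TN-treated cells, and all 23 were higher (adjusted p = 1.1e-05 in limma's fry rotation test with Benjamini-Hochberg adjustment over the list tests). In TN replicates 1, 2, and 3, the median was 1.41, 1.96, and 1.98 above the mean of the DMSO libraries, which themselves lay between -0.03 and 0.01. HERPUD1 (chromosome 16, 56932142 to 56944864) rose by 3.04 and HYOU1 (chromosome 11, 119044188 to 119057227) by 2.53, with standard errors of 0.20 and 0.19 and an adjusted p of 0.0024 each in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Over all genes, 19 of the 23 passed an adjusted p of 0.05, and all 23 passed it adjusted over the list alone. The median stayed between 1.75 and 2.24 over 12 alternatives, each with an adjusted p under 0.05 in limma's fry or camera test with Benjamini-Hochberg adjustment. Terms for tyrosine phosphorylation, complex assembly, and peptidase activity were not tested here.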

More specifically, pathways related to unfolded proteins, including the regulation of peptidyl-tyrosine phosphorylation, the protein-containing complex assembly, and peptidase activity, were upregulated upon TN treatment (Figure S3C). 

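Each TN library can also be set against the DMSO library with the same replicate number. For the unfolded protein response, the median differences of replicates 1, 2, and 3 were 1.70, 1.96, and 2.00 on the log2 scale, and for the integrated stress response they were 2.15, 1.87, and 1.83. For the apoptosis list, they were 0.30, -0.03, and -0.06. For the 10 mtRNAs, they were -0.13, -0.04, and -0.02, with 5 of the 10 mtRNAs higher in each pair. For 25 ISGs, they were 0.19, -0.71, and -0.80, with 16, 5, and 5 genes higher.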

Overall, our data suggest that although TN treatment did stimulate unfolded protein accumulation to induce ER stress and subsequent apoptosis, such a response was not accompanied by an increase in mtRNA or ISG expression.

### 2.3. RES Protects Cells from OA-Induced IFN Response

As OA treatment resulted in the induction of mtRNA and ISG expressions, we asked whether RES treatment could counter such downstream responses, thereby protecting cells from mitochondrial stress by OA. We first analyzed the effect of RES treatment on OA-induced cell death through a sulforhodamine B (SRB) assay. The OA treatment decreased the cell viability by 61% (Figure 4A), which is most likely attributable to the apoptosis induced by ATP synthase inhibition [51]. Interestingly, the reduction in cell viability was restored by 18.2% upon RES treatment (Figure 4A). Of note, for the case of OA, we observed a more promising rescue effect when RES was co-treated with OA rather than pretreated 24 h prior to the OA treatment. Therefore, for the subsequent analysis, we examined the rescue effect of RES co-treated with OA.

The expression of mtRNA was significantly decreased when RES was co-treated with OA, with the exception of just one mtRNA (*CO1*) (Figure 4B). Following the decrease in mtRNA expression, we examined selected ISGs that showed increased expression upon OA treatment. All tested ISGs showed reduced expression when RES was treated with OA (Figure 4C). Of note, we could not observe a statistically significant change in many ISGs because the degree of induction in control cells was quite variable. However, we consistently observed a reduced degree of induction for ISGs when cells were co-treated with RES compared to those treated with OA alone. Hence, our data demonstrate that RES is able to lessen the ISG response to mitochondrial stress by OA.

Unlike OA, RES did not induce a significant rescue effect on TN-treated cells (Figure S4). Cell viability was decreased by 44% upon TN treatment, but no statistically significant rescue effect was observed when RES was co-treated with TN (Figure S4A). Moreover, the mtRNA expression did not show statistically significant change upon co-treatment of RES and TN, with the exception of *CO3* (Figure S4B). Similarly, RES treatment with TN did not lead to significant changes in ISG expression, with the only exception being *ISG20* (Figure S4C). Lastly, we examined whether RES could rescue the ER stress response via TN. When we analyzed the changes in expression levels of key ER stress response genes, such as *IRE1*, *HSPA5*, *GADD34*, *XBP1*, and *CHOP*, we found that RES treatment did not affect their induction via TN treatment in a consistent manner (Figure S4D). The expression levels of *PERK* and *CNAX* mRNA did decrease with RES treatment, but the overall effect was marginal. Altogether, our data suggest that antioxidant RES does not protect cells from ER stress via TN treatment.

## 3. Discussion

Our study provides a potential application of RES in ameliorating aberrant immune activation that involves mtRNAs. We first showed that RES pretreatment could protect the glandular phenotypes of autoimmune disease SS triggered by the introduction of poly I:C and subsequent activation of antiviral signaling. Notably, this protective effect of RES was not limited to type I IFN response by poly I:C but also extended to other molecular phenotypes, such as the disruption in TJC and water channel protein expression patterns. In this context, our results are in line with the effect of RES on improving salivary dysfunction in the mouse model of SS [22]. Further investigation of how RES is involved in mtRNA regulation may help to provide an improved treatment strategy for autoimmune SS patients.

To investigate the effect of RES in other pathophysiological conditions, we employed two additional cellular stressors in a colorectal cancer cell line. Considering the active role of ROS and the consequential oxidative stress in the progression and metastasis of colorectal cancers [39,40,41], we examined whether RES could exert antioxidant and anti-inflammatory effects to alleviate immunogenic stresses palpable in colorectal cancer, such as mitochondrial and ER stresses. In our study, we found that RES protected cells from mitochondrial dysfunction via OA treatment, which led to the elevation of both mtRNA and ISG levels. On the contrary, RES did not protect cells from TN-triggered ER stress, which only showed a marginal induction of ISGs and mtRNAs. Although our analyses were limited to three different immunogenic stressors, our data suggest that RES might attenuate the cellular response to stressors involving mtRNAs.

To the best of our knowledge, there have not been many attempts to understand the role of RES on mtRNA expression. Previous studies reported that a low dosage of RES in the range of 3–30 μM resulted in an increased number of mitochondria, mtDNA copies, mitochondrial transcription factor (TFAM), and proteins encoded by the mitochondrial genome to support mitochondrial function [28,52,53]. Based on this evidence, we presume that in healthy conditions, the antioxidant RES may play a supporting role to ensure active mitochondrial biogenesis. On the contrary, under immunogenic stress conditions that accompany increased mtRNA expression, RES may function to protect cells by downregulating mtRNAs.

The potential mechanism behind the role of RES in reducing the mtRNA-mediated immune response can be explained by the protective effects of RES on mitochondria [54,55,56,57]. RES exhibits both antioxidant and anti-inflammatory properties [58,59,60] by modulating signaling pathways involved in improving mitochondrial structure and function [61,62]. RES can also activate AMP-activated protein kinase (AMPK) and PGC-1α via SIRT1 to initiate mitochondrial biogenesis and protect cells from a decreased metabolic rate [63,64,65]. Moreover, PGC-1α activates mitochondrial transcription factors such as NRF-1 and estrogen-related receptor α (ERRα) to promote the expression of nucleus-encoded mitochondrial proteins [66,67,68], including TFAM, TFB1M, and TFB2M, that participate in the regulation of mtDNA homeostasis and mtRNA synthesis [69,70,71]. Lastly, RES can activate sirtuin 3 (SIRT3) to stimulate the tricarboxylic acid (TCA) cycle, oxidative phosphorylation, and fatty acid oxidation, thus enhancing mitochondrial function [72]. Altogether, RES protects mitochondria under stress by reinforcing mitochondrial function and preventing aberrant mtRNA induction.

An alternative explanation is the ability of RES to modulate the antiviral signaling pathways. A myriad of previous studies reported that RES has antiviral properties by reducing unnecessary ROS production [73] and by inhibiting the nuclear factor kappa-light-chain-enhancer of activated B cells (NF-κB) and extracellular signal-regulated kinase/mitogen-activated protein kinase (ERK/MAPK) pathways [74,75]. Considering that NF-κB promotes ISG induction through the activation of the interferon response and Janus kinase 1/signal transducer and is the activator of the transcription (JAK1/STAT) pathway [76], the observed protective effect of RES can be explained by its ability to prevent the activation of the JAK1/STAT pathway. Consistent with this, we previously showed that poly I:C-driven elevation of mt-dsRNA expression was abolished when the small chemical inhibitor for JAK1 upadacitinib was treated [9]. Overall, the antioxidant may contribute to lessening the mtRNA-mediated cellular stress response by inhibiting the JAK1/STAT pathway activated by the immunogenic stressors.

In sum, our study highlights the importance of antioxidant RES in attenuating mtRNA-mediated cellular stress response to at least two immunogenic stressors (Figure 5). This knowledge will have potential implications for the design of targeted therapies to remove accumulated mtRNAs or facilitate the mtRNA decay to ultimately alleviate stress response arising from various pathological conditions.

## 4. Materials and Methods

### 4.1. Cell Culture and Chemical Treatment

A SV40-immortalized NS-SV-AC human salivary gland acinar cell line was kindly provided by Professor Masayuki Azuma (Department of Oral Medicine, the University of Tokushima Graduate Faculty of Dentistry, Tokushima, Japan). NS-SV-AC cells were grown in Keratinocyte-SFM (Serum-free media; GIBCO, Waltham, MA, USA) supplemented with 10% (*v*/*v*) heat-inactivated fetal bovine serum (FBS; Welgene, Gyeongsan, South Korea) and 1% (*v*/*v*) 100× penicillin–streptomycin (GIBCO, Waltham, MA, USA). pGFP-hAQP5-C1 plasmid, a kind gift from Professor Kyung Pyo Park (Seoul National University, Seoul, Republic of Korea), was used to develop the hAQP5-expressing NS-SV-AC cell line under the constitutive promoter (G418 100 μg/mL selection). HCT116 human colorectal cancer cells were grown in RPMI1640 (GIBCO) supplemented with 10% (*v*/*v*) FBS (Welgene). All cells were maintained at 37 °C in a humidified 5% CO_2_ atmosphere.

To induce dsRNA stress for NS-SV-AC cells, 20 μg/mL of poly I:C (Sigma Aldrich, St.Louis, MO, USA) was transfected using Lipofectamine 3000 (Thermo Fisher Scientific, Waltham, MA, USA) for 14 h following the manufacturer’s guide. For HCT116 cells obtained from the American Type Culture Collection (ATCC, Manassas, VA, USA), 10 μg/mL of poly I:C (Sigma Aldrich) was transfected using Lipofectamine 3000 (Thermo Fisher Scientific) for 7 h. As for the controlled mock transfection, Diethyl pyrocarbonate (DEPC)-treated water was used. In HCT116 cells, 10 μg/mL of OA or 5 μg/mL of TN was treated. For the control sample, the same volume of DMSO was treated.

RES stock solution of 20 mM was prepared by dissolving 4.565 g of RES powder (Sigma Aldrich, R5010) in 1 mL of DMSO. The stock solution was then aliquoted into small volumes (e.g., 20 μL) and stored at −20 °C until use. For NS-SV-AC cells, 20 μM of RES was pretreated for 24 h prior to poly I:C transfection. Upon poly I:C transfection, the same concentration of RES was treated once again. In HCT116 cells, 10 μM of RES was co-treated with 10 μg/mL of OA or 5 μg/mL of TN for 24 h. The same volume of DMSO was treated as the control in both cell lines.

### 4.2. Immunocytochemistry

Spheroids from pV4D4-coated plates were transferred to a 1.5 mL tube, and analysis for 2D culture was performed on a confocal dish (SPL). Cells were fixed in 4% (*w*/*v*) paraformaldehyde for 15 min at room temperature (RT). Fixed cells were then permeabilized with 0.3% (*w*/*v*) triton-X-100 (Sigma Aldrich) in Dulbecco’s phosphate-buffered saline (DPBS, Takara, Kusatsu, Japan) for 10 min at RT and blocked in 3% bovine serum albumin (BSA100; Bovogen, Keilor East, Australia) for 1 h. Cells were incubated with primary antibodies diluted in 1% BSA at a 1:100 ratio overnight at 4 °C. The primary antibodies used in this study include: occludin (Invitrogen, Carlsbad, CA, USA; OC-3F10) and ZO-1 (Cell Signaling Technology, Danvers, MA, USA; 8193S). Cells were then washed with DPBS and incubated with an Alexa fluor 488-conjugated anti-mouse secondary antibody (Thermo Fisher Scientific; A31570) and an Alexa fluor 555 conjugated anti-mouse secondary antibody (Thermo Fisher Scientific; A-21202) diluted at a 1:1000 ratio for 45 min at RT. DAPI was incubated for 5 min. All the washing steps for spheroids consist of centrifugation (5 min, 200 g) and supernatant discarding. Fluorescent images were obtained using a confocal laser-scanning microscope (LMS 880, Carl Zeiss, Oberkochen, Germany). The fluorescent intensity per area was quantified as the integrated density divided by the area of each spheroid and then normalized to the control without poly I:C transfection.

To visualize the expression levels of AQP5, NS-SV-AC cells with stable expression of GFP-AQP5 were grown on pV4D4-coated plates as 3D spheroids. The spheroids were then transferred to a 1.5 mL tube and fixed in 4% (*w*/*v*) paraformaldehyde for 15 min at RT. Fixed cells were permeabilized with 0.3% (*w*/*v*) triton-x-100 (Sigma Aldrich) in DPBS for 10 min at RT. Cells were then stained with DAPI for 5 min. Fluorescent images were obtained using a confocal laser-scanning microscope (LMS 880, Carl Zeiss, Oberkochen, Germany). The fluorescent intensity per area was quantified as described above.

### 4.3. RNA Extraction and Quantitative Real-Time PCR

To extract total RNAs, TRIzol (Ambion, Foster City, CA, USA) was added directly to the cell pellet obtained after centrifugation at 10,000× *g* for 30 s. After precipitation of the extracted nucleic acids, DNase I (Takara, Kusatsu, Japan) was treated to remove DNA, and purified RNA was reverse transcribed using RevertAid reverse transcriptase (Thermo Fisher Scientific, Waltham, MA, USA). For RNAs extracted from 3D spheroids, SuperScript IV Reverse Transcriptase (Invitrogen, Carlsbad, CA, USA) was used to synthesize cDNA. cDNA was amplified using SYBR Green PCR master mix (Thermo Fisher Scientific) and analyzed using the StepOnePlus real-time PCR system. Primer sequences used in this study are provided in Table S1.

### 4.4. Acid Phosphatase Assay

Cells (or spheroids) were centrifuged for 10 min at 400 g for spin down. After washing the pellets twice with DPBS, the supernatant was discarded to obtain the final volume of 100 μL. Then, 100 μL of APH assay buffer (0.1 M sodium acetate, 0.1% (*v*/*v*) triton-x-100, 2 mg/mL Immunopure PNPP (Sigma Aldrich) in deionized/distilled water) was added to each well and incubated for 90 min at 37 °C with 5% CO_2_. After incubation, 10 μL of 1 N NaOH was added, and absorption at 405 nm was analyzed on a microplate reader (BioTek, Winooski, VT, USA). For each experiment, cell viability was normalized to the data from the control group without poly I:C transfection.

### 4.5. Sulforhodamine B (SRB) Assay

To analyze cell viability after treatment of OA or TN with RES, cells were fixed with a 10% (*w*/*v*) trichloroacetic acid solution in distilled water for 1 h at 4 °C. Cells were washed with cold PBS 4 times and air-dried. Dried cells were stained with a 0.4% (*w*/*v*) SRB (Sulforhodamine B sodium salt, Sigma Aldrich, St.Louis, MO, USA) solution in 1% acetic acid for 30 min at RT. The cells were washed with 1% acetic acid 4 times while protected from light. The air-dried dye was eluted with a 10 mM Tris (Bio-basic, Markham, ON, Canada) solution (pH 10.5), and absorbance at 510 nm was measured using a Varioskan LUX multimode microplate reader (Thermo Fisher Scientific). Cell viability was normalized to the data from the control group without OA or TN treatment.

### 4.6. mRNA-seq Data Analysis

Read files were quality checked with FastQC (ver 0.11.5) (Babraham Institute, Cambridge, UK). For poly I:C transfection and RES treatment, reads were aligned to the human genome (hg38) using Hisat2 (ver 2.1.0, Johns Hopkins University, Baltimore, MD, USA) [77]. The aligned reads were quantified with StringTie (ver 2.0.4) (Johns Hopkins University, Baltimore, MD, USA) [78] using the human gene annotation file version 32 from Gencode as the index. For OA and TN treatment, reads were aligned to the human genome (hg38) using the STAR aligner (ver 2.7.9) (Cold Spring Harbor Laboratory, Cold Spring Harbor, NY, USA) [79]. Reads were simultaneously quantified using the STAR aligner’s gene counts option with human gene annotation file version 32 from Gencode as the index. Differentially expressed genes (DEGs) were searched with DESeq2 (ver 1.30.1) (European Molecular Biology Laboratory, Heidelberg, Germany) [80].

### 4.7. DEG Analysis

For DEG analysis, DESeq2 analysis [80] was performed separately in each of the DMSO- and RES-pretreated groups. Within each group, raw counts of two replicates with poly I:C transfection were compared against the raw counts of two replicates with the control group (i.e., DEPC pretreatment). For OA and TN treatment, three biological replicates were compared against three control replicates (i.e., DMSO treatment). The counts were normalized by DESeq2 during analysis. The analysis yielded three separate lists of DEGs, and the genes were ordered by the lowest adjusted *p*-values for further analysis.

### 4.8. GO Analysis of DEGs

Among genes that show log_2_ fold change with *p*-values less than 0.05, the values of DMSO (i.e., control) were subtracted from those of RES-pretreated RNAs to evaluate the degree of rescue in the induction of gene expression. The top 200 genes that show the rescue effects were assembled into a gene list for GO analysis. For OA and TN treatment, upregulated genes with log_2_ fold change over 0.585 compared to DMSO-treated samples, with *p*-values less than 0.05, were subtracted and analyzed. GO analysis was performed using ClueGo software (Cytoscape, v. 3.7.1, Institute for Systems biology, Seattle, WA, USA) [81].

### 4.9. Statistical Analysis

Quantitative RT-PCR data and APH assay results were analyzed using the one-tailed Student’s *t*-test. All data were biologically replicated at least three times. The error bars indicate the standard error of the mean. *p*-values ≤ 0.05 were regarded as statistically significant. * denotes *p*-values ≤ 0.05, ** is *p*-values ≤ 0.01, and *** is *p*-values ≤ 0.001.

## Figures and Tables

**Figure 1:**
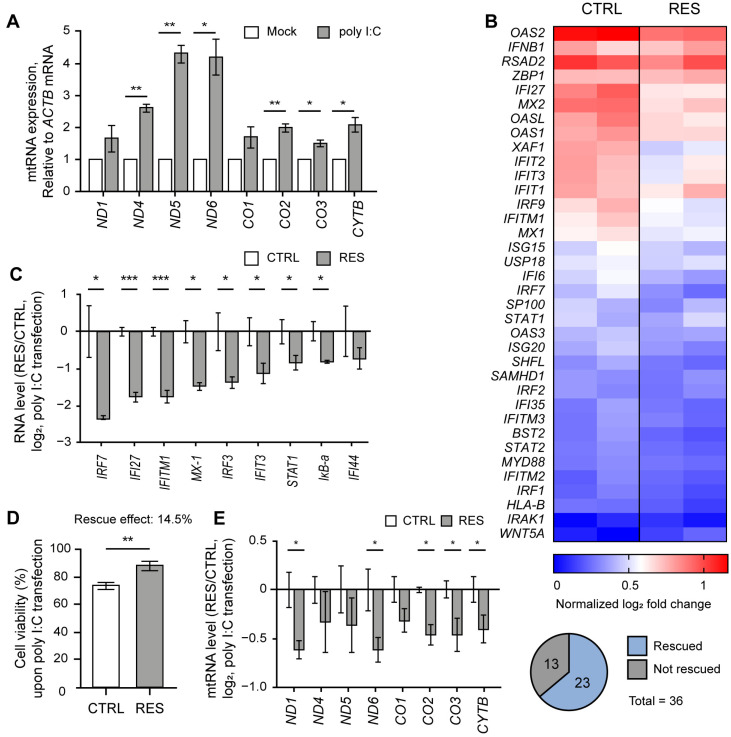
RES alleviated the IFN response by poly I:C. (**A**) The expression of mtRNAs in NS-SV-AC cells upon poly I:C transfection. (**B**) Heatmap of mRNA-seq results upon poly I:C transfection with or without RES pretreatment for type I IFN genes. The two columns represent log_2_ fold changes of two biological replicates. (**C**) The ratios of ISG induction upon poly I:C transfection between RES-pretreated and control samples. (**D**) The APH assay was used to measure the effect of RES pretreatment on cell viability. *n* = 4 and error bars are s.e.m. (**E**) The ratios of mtRNAs induction upon poly I:C transfection between RES-pretreated and control samples. For ratios, Cq values were first normalized to that of *ACTB* mRNA. For untreated samples, the values were normalized to RNAs from control cells without poly I:C transfection. Similarly, RNAs from RES-pretreated cells with poly I:C transfection were normalized separately from those from RES-treated cells without poly I:C. Unless mentioned otherwise, three independent experiments were carried out, and error bars denote s.e.m. All statistical significances were calculated using one-tailed Student’s *t*-tests; * *p* ≤ 0.05, ** *p* ≤ 0.01, and *** *p* ≤ 0.001.

**Figure 2:**
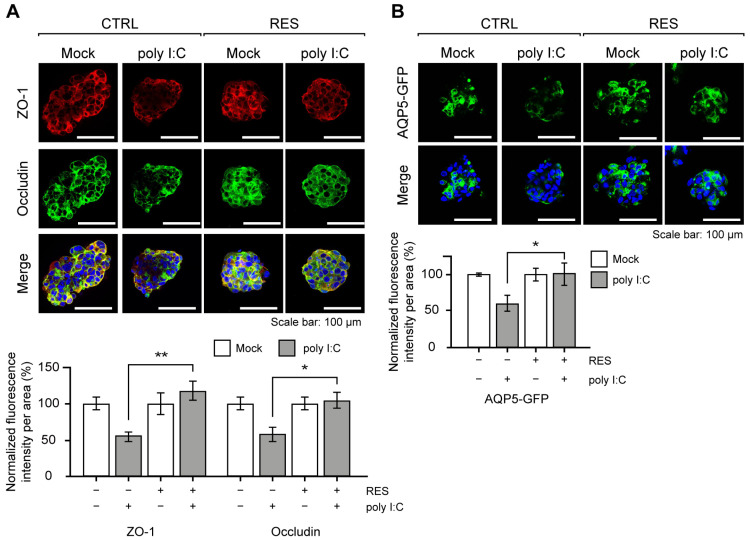
RES pretreatment rescued SS-related protein expressions. (**A**) Representative images of ZO-1 and occludin upon poly I:C transfection with or without RES pretreatment. The quantification of ZO-1 and occludin expressions is presented as the mean fluorescence intensity per spheroid. Intensities were normalized to the data from each experimental group cultured without poly I:C. *n* = 3 and error bars are s.e.m. (**B**) Visualization of GFP-tagged AQP5 expression upon poly I:C transfection. The scale bar represents 100 μm. The mean fluorescence intensities were normalized to the data from each experimental group cultured without poly I:C. In the bar graphs, the “–“ sign indicates RES-untreated/Mock-transfected, whereas the “+” sign indicates RES-treated/poly I:C-transfected. *n* = 3 and error bars are s.e.m. All statistical significances were calculated using one-tailed Student’s *t*-tests; * *p* ≤ 0.05, ** *p* ≤ 0.01.

**Figure 3:**
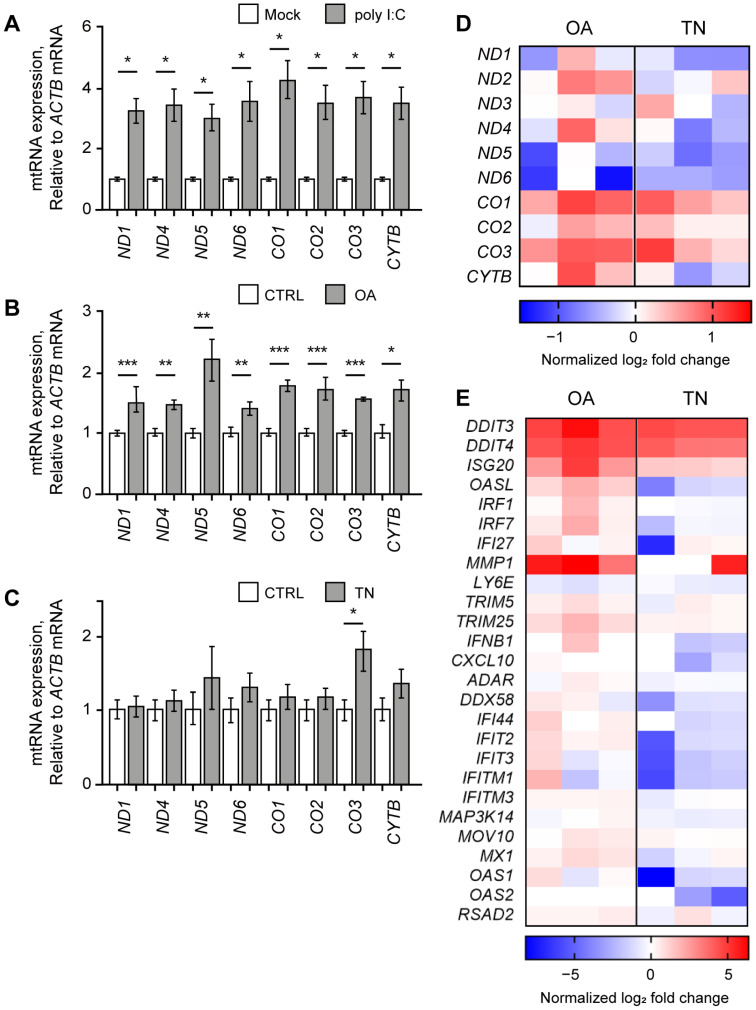
OA elevated mtRNA and ISG expressions. The expression of mtRNAs in HCT116 cells upon poly I:C transfection (**A**), OA treatment (**B**), or TN treatment (**C**). All Cq values are relative to that of *ACTB* mRNA. The values of poly I:C-transfected samples were normalized to the mock-transfected samples, and values of OA- or TN-treated samples were normalized to the DMSO-treated samples. (**D**,**E**) Heatmap of differentially expressed genes represents mtRNAs (**D**) and ISGs (**E**) upon OA or TN treatment. Each column represents the log_2_ fold change of three biological replicates with OA or TN treatment normalized by the control average. Unless mentioned otherwise, three independent experiments were carried out, and error bars denote s.e.m. All statistical significances were calculated using one-tailed Student’s *t*-tests; * *p* ≤ 0.05, ** *p* ≤ 0.01, and *** *p* ≤ 0.001.

**Figure 4:**
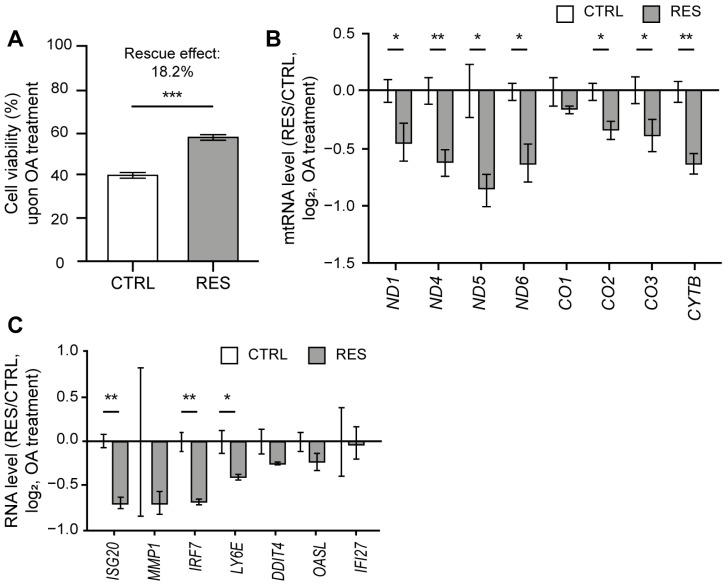
RES treatment alleviated cell death and IFN response to OA. (**A**) Cell viability upon OA treatment with or without RES treatment measured using a SRB assay. (**B**) The ratios of mtRNA induction upon OA treatment between RES-treated and control samples. (**C**) The ratios of ISG induction upon OA treatment between RES-treated and control samples. For ratios, Cq values were first normalized to that of *ACTB* mRNA. For untreated samples, the values were normalized to RNAs from control cells without OA treatment. Similarly, RNAs from cells co-treated with RES and OA were normalized separately from those from cells treated only with RES without OA. Unless mentioned otherwise, three independent experiments were carried out, and error bars denote s.e.m. All statistical significances were calculated using one-tailed Student’s *t*-tests; * *p* ≤ 0.05, ** *p* ≤ 0.01, and *** *p* ≤ 0.001.

**Figure 5:**
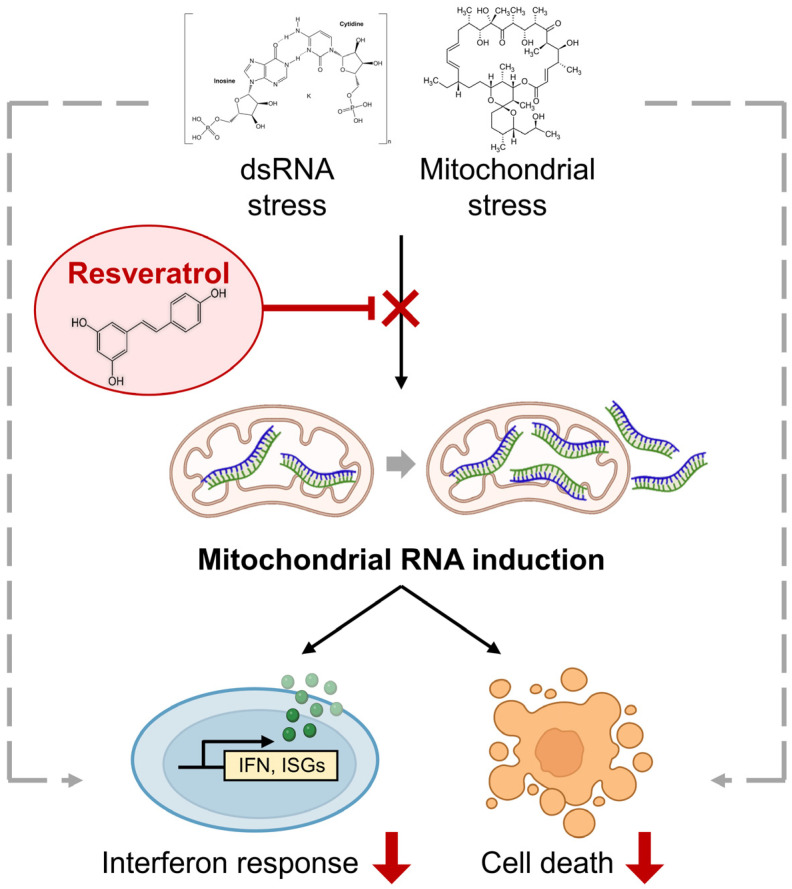
The rescue effect of RES on cellular response to immunogenic stresses. Two immunogenic stressors, poly I:C stimulation and OA, exert their downstream effects partly via mtRNAs. By promoting mitochondrial function and preventing mtRNA induction, an antioxidant RES can counter the molecular and cellular responses to these stressors.

## Data Availability

All data needed to evaluate the conclusions in the paper are present in the paper and/or the Supplemental Information. Further information and requests for resources and reagents should be directed to and will be fulfilled by the lead contact, Yoosik Kim (). Sequencing data that support the findings of this study are available in the GEO database under the accession numbers Gene Expression Omnibus: GSE168148 and GSE226549. No materials were generated in this study. This manuscript does not report the original code. The computational pipeline used in this study is open-sourced and available at: https://daehwankimlab.github.io/hisat2/, https://ccb.jhu.edu/software/stringtie/, and http://www.bioconductor.org/packages/release/bioc/html/DESeq2.html. Accessed on 12 November 2020.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms24087403/s1.

## References

[1] Mercer T.R., Neph S., Dinger M.E., Crawford J., Smith M.A., Shearwood A.M., Haugen E., Bracken C.P., Rackham O., Stamatoyannopoulos J.A. (2011). The human mitochondrial transcriptome. Cell.

[2] Trounce I. (2000). Genetic control of oxidative phosphorylation and experimental models of defects. Hum. Reprod..

[3] West A.P., Shadel G.S., Ghosh S. (2011). Mitochondria in innate immune responses. Nat. Rev. Immunol..

[4] Reikine S., Nguyen J.B., Modis Y. (2014). Pattern Recognition and Signaling Mechanisms of RIG-I and MDA5. Front. Immunol..

[5] Luna-Sanchez M., Bianchi P., Quintana A. (2021). Mitochondria-Induced Immune Response as a Trigger for Neurodegeneration: A Pathogen from Within. Int. J. Mol. Sci..

[6] Zhang W., Li G., Luo R., Lei J., Song Y., Wang B., Ma L., Liao Z., Ke W., Liu H. (2022). Cytosolic escape of mitochondrial DNA triggers cGAS-STING-NLRP3 axis-dependent nucleus pulposus cell pyroptosis. Exp. Mol. Med..

[7] Maekawa H., Inoue T., Ouchi H., Jao T.M., Inoue R., Nishi H., Fujii R., Ishidate F., Tanaka T., Tanaka Y. (2019). Mitochondrial Damage Causes Inflammation via cGAS-STING Signaling in Acute Kidney Injury. Cell Rep..

[8] Dhir A., Dhir S., Borowski L.S., Jimenez L., Teitell M., Rotig A., Crow Y.J., Rice G.I., Duffy D., Tamby C. (2018). Mitochondrial double-stranded RNA triggers antiviral signalling in humans. Nature.

[9] Yoon J., Lee M., Ali A.A., Oh Y.R., Choi Y.S., Kim S., Lee N., Jang S.G., Park S., Chung J.H. (2022). Mitochondrial double-stranded RNAs as a pivotal mediator in the pathogenesis of Sjögren’s syndrome. Mol. Ther. Nucleic Acids.

[10] Kim S., Lee K., Choi Y.S., Ku J., Kim H., Kharbash R., Yoon J., Lee Y.S., Kim J.H., Lee Y.J. (2022). Mitochondrial double-stranded RNAs govern the stress response in chondrocytes to promote osteoarthritis development. Cell Rep..

[11] Barshad G., Marom S., Cohen T., Mishmar D. (2018). Mitochondrial DNA Transcription and Its Regulation: An Evolutionary Perspective. Trends Genet..

[12] Kim Y., Park J., Kim S., Kim M., Kang M.G., Kwak C., Kang M., Kim B., Rhee H.W., Kim V.N. (2018). PKR Senses Nuclear and Mitochondrial Signals by Interacting with Endogenous Double-Stranded RNAs. Mol. Cell.

[13] Lee J.H., Shim Y.R., Seo W., Kim M.H., Choi W.M., Kim H.H., Kim Y.E., Yang K., Ryu T., Jeong J.M. (2020). Mitochondrial Double-Stranded RNA in Exosome Promotes Interleukin-17 Production Through Toll-Like Receptor 3 in Alcohol-associated Liver Injury. Hepatology.

[14] Yadav E., Yadav P., Khan M.M.U., Singh H., Verma A. (2022). Resveratrol: A potential therapeutic natural polyphenol for neurodegenerative diseases associated with mitochondrial dysfunction. Front. Pharmacol..

[15] Tamaki N., Cristina Orihuela-Campos R., Inagaki Y., Fukui M., Nagata T., Ito H.O. (2014). Resveratrol improves oxidative stress and prevents the progression of periodontitis via the activation of the Sirt1/AMPK and the Nrf2/antioxidant defense pathways in a rat periodontitis model. Free Radic. Biol. Med..

[16] Kim Y.H., Kim Y.S., Kang S.S., Cho G.J., Choi W.S. (2010). Resveratrol inhibits neuronal apoptosis and elevated Ca2+/calmodulin-dependent protein kinase II activity in diabetic mouse retina. Diabetes.

[17] Abba Y., Hassim H., Hamzah H., Noordin M.M. (2015). Antiviral Activity of Resveratrol against Human and Animal Viruses. Adv. Virol..

[18] van Brummelen R., van Brummelen A.C. (2022). The potential role of resveratrol as supportive antiviral in treating conditions such as COVID-19-A formulator’s perspective. Biomed. Pharmacother..

[19] Deshmukh U.S., Nandula S.R., Thimmalapura P.R., Scindia Y.M., Bagavant H. (2009). Activation of innate immune responses through Toll-like receptor 3 causes a rapid loss of salivary gland function. J. Oral Pathol. Med..

[20] Zhou J., Jin J.O., Du J., Yu Q. (2015). Innate Immune Signaling Induces IL-7 Production, Early Inflammatory Responses, and Sjogren’s-Like Dacryoadenitis in C57BL/6 Mice. Investig. Opthalmol. Vis. Sci..

[21] Jin J.O., Shinohara Y., Yu Q. (2013). Innate immune signaling induces interleukin-7 production from salivary gland cells and accelerates the development of primary Sjogren’s syndrome in a mouse model. PLoS ONE.

[22] Inoue H., Kishimoto A., Ushikoshi-Nakayama R., Hasaka A., Takahashi A., Ryo K., Muramatsu T., Ide F., Mishima K., Saito I. (2016). Resveratrol improves salivary dysfunction in a non-obese diabetic (NOD) mouse model of Sjogren’s syndrome. J. Clin. Biochem. Nutr..

[23] Edmondson R., Broglie J.J., Adcock A.F., Yang L. (2014). Three-dimensional cell culture systems and their applications in drug discovery and cell-based biosensors. Assay Drug Dev. Technol..

[24] He Y., Chen R., Zhang M., Wang B., Liao Z., Shi G., Li Y. (2022). Abnormal Changes of Monocyte Subsets in Patients With Sjogren’s Syndrome. Front. Immunol..

[25] Sequi-Sabater J.M., Beretta L. (2022). Defining the Role of Monocytes in Sjogren’s Syndrome. Int. J. Mol. Sci..

[26] Gao R.Y., Mukhopadhyay P., Mohanraj R., Wang H., Horvath B., Yin S., Pacher P. (2011). Resveratrol attenuates azidothymidine-induced cardiotoxicity by decreasing mitochondrial reactive oxygen species generation in human cardiomyocytes. Mol. Med. Rep..

[27] Ungvari Z., Labinskyy N., Mukhopadhyay P., Pinto J.T., Bagi Z., Ballabh P., Zhang C., Pacher P., Csiszar A. (2009). Resveratrol attenuates mitochondrial oxidative stress in coronary arterial endothelial cells. Am. J. Physiol. Heart Circ. Physiol..

[28] Csiszar A., Bagi Z., Feher A., Recchia F.A., Sonntag W.E., Ungvari Z., Pearson K., de Cabo R. (2011). Resveratrol confers endothelial protection via activation of the antioxidant transcription factor Nrf2. FASEB J..

[29] Danz E.D.B., Skramsted J., Henry N., Bennett J.A., Keller R.S. (2009). Resveratrol prevents doxorubicin cardiotoxicity through mitochondrial stabilization and the Sirt1 pathway. Free Radic. Biol. Med..

[30] Xu Y., Nie L., Yin Y.G., Tang J.L., Zhou J.Y., Li D.D., Zhou S.W. (2012). Resveratrol protects against hyperglycemia-induced oxidative damage to mitochondria by activating SIRT1 in rat mesangial cells. Toxicol. Appl. Pharmacol..

[31] Zhou X., Chen M., Zeng X., Yang J., Deng H., Yi L., Mi M.T. (2014). Resveratrol regulates mitochondrial reactive oxygen species homeostasis through Sirt3 signaling pathway in human vascular endothelial cells. Cell Death Dis..

[32] Steinfeld S., Cogan E., King L.S., Agre P., Kiss R., Delporte C. (2001). Abnormal distribution of aquaporin-5 water channel protein in salivary glands from Sjogren’s syndrome patients. Lab. Investig..

[33] Ewert P., Aguilera S., Alliende C., Kwon Y.J., Albornoz A., Molina C., Urzua U., Quest A.F., Olea N., Perez P. (2010). Disruption of tight junction structure in salivary glands from Sjogren’s syndrome patients is linked to proinflammatory cytokine exposure. Arthritis Rheum..

[34] Chivasso C., D’Agostino C., Parisis D., Soyfoo M.S., Delporte C. (2023). Involvement of aquaporin 5 in Sjogren’s syndrome. Autoimmun. Rev..

[35] Nazari-Khanamiri F., Ghasemnejad-Berenji M. (2022). Resveratrol may ameliorate rheumatoid arthritis via the STAT3/HIF-1/VEGF molecular pathway. J. Food Biochem..

[36] Oliveira A.L.B., Monteiro V.V.S., Navegantes-Lima K.C., Reis J.F., Gomes R.S., Rodrigues D.V.S., Gaspar S.L.F., Monteiro M.C. (2017). Resveratrol Role in Autoimmune Disease—A Mini-Review. Nutrients.

[37] Sheng S., Wang X., Liu X., Hu X., Shao Y., Wang G., Mao D., Li C., Chen B., Chen X. (2022). The role of resveratrol on rheumatoid arthritis: From bench to bedside. Front. Pharmacol..

[38] Trachootham D., Alexandre J., Huang P. (2009). Targeting cancer cells by ROS-mediated mechanisms: A radical therapeutic approach?. Nat. Rev. Drug. Discov..

[39] Arulselvan P., Wen C.C., Lan C.W., Chen Y.H., Wei W.C., Yang N.S. (2012). Dietary administration of scallion extract effectively inhibits colorectal tumor growth: Cellular and molecular mechanisms in mice. PLoS ONE.

[40] Arulselvan P., Fard M.T., Tan W.S., Gothai S., Fakurazi S., Norhaizan M.E., Kumar S.S. (2016). Role of Antioxidants and Natural Products in Inflammation. Oxid. Med. Cell. Longev..

[41] van der Stok E.P., Spaander M.C.W., Grunhagen D.J., Verhoef C., Kuipers E.J. (2017). Surveillance after curative treatment for colorectal cancer. Nat. Rev. Clin. Oncol..

[42] Fatfat M., Abou Merhi R., Rahal O., Stoyanovsky D.A., Zaki A., Haidar H., Kagan V.E., Gali-Muhtasib H., Machaca K. (2014). Copper chelation selectively kills colon cancer cells through redox cycling and generation of reactive oxygen species. BMC Cancer.

[43] Redondo-Blanco S., Fernandez J., Gutierrez-del-Rio I., Villar C.J., Lombo F. (2017). New Insights toward Colorectal Cancer Chemotherapy Using Natural Bioactive Compounds. Front. Pharmacol..

[44] Xia C., Meng Q., Lin L.Z., Rojanasakul Y., Wang X.R., Jiang B.H. (2007). Reactive oxygen species regulate angiogenesis and tumor growth through vascular endothelial growth factor. Cancer Res..

[45] Stone W.L., Krishnan K., Campbell S.E., Palau V.E. (2014). The role of antioxidants and pro-oxidants in colon cancer. World J. Gastrointest. Oncol..

[46] Walker J.E., Lutter R., Dupuis A., Runswick M.J. (1991). Identification of the subunits of F1F0-ATPase from bovine heart mitochondria. Biochemistry.

[47] Vaamonde-Garcia C., Loureiro J., Valcarcel-Ares M.N., Riveiro-Naveira R.R., Ramil-Gomez O., Hermida-Carballo L., Centeno A., Meijide-Failde R., Blanco F.J., Lopez-Armada M.J. (2017). The mitochondrial inhibitor oligomycin induces an inflammatory response in the rat knee joint. BMC Musculoskelet. Disord..

[48] Wu H., Meng Z., Jiao Y., Ren Y., Yang X., Liu H., Wang R., Cui Y., Pan L., Cao Y. (2020). The endoplasmic reticulum stress induced by tunicamycin affects the viability and autophagy activity of chondrocytes. J. Clin. Lab. Anal..

[49] Shen M., Wang L., Guo X., Xue Q., Huo C., Li X., Fan L., Wang X. (2015). A novel endoplasmic reticulum stress-induced apoptosis model using tunicamycin in primary cultured neonatal rat cardiomyocytes. Mol. Med. Rep..

[50] Guha P., Kaptan E., Gade P., Kalvakolanu D.V., Ahmed H. (2017). Tunicamycin induced endoplasmic reticulum stress promotes apoptosis of prostate cancer cells by activating mTORC1. Oncotarget.

[51] Matsuyama S., Llopis J., Deveraux Q.L., Tsien R.Y., Reed J.C. (2000). Changes in intramitochondrial and cytosolic pH: Early events that modulate caspase activation during apoptosis. Nat. Cell Biol..

[52] Motlagh Scholle L., Schieffers H., Al-Robaiy S., Thaele A., Dehghani F., Lehmann Urban D., Zierz S. (2020). The Effect of Resveratrol on Mitochondrial Function in Myoblasts of Patients with the Common m.3243A>G Mutation. Biomolecules.

[53] Ferretta A., Gaballo A., Tanzarella P., Piccoli C., Capitanio N., Nico B., Annese T., Di Paola M., Dell’aquila C., De Mari M. (2014). Effect of resveratrol on mitochondrial function: Implications in parkin-associated familiar Parkinson’s disease. Biochim. Biophys. Acta.

[54] Ungvari Z., Sonntag W.E., de Cabo R., Baur J.A., Csiszar A. (2011). Mitochondrial protection by resveratrol. Exerc. Sport Sci. Rev..

[55] Jardim F.R., de Rossi F.T., Nascimento M.X., da Silva Barros R.G., Borges P.A., Prescilio I.C., de Oliveira M.R. (2018). Resveratrol and Brain Mitochondria: A Review. Mol. Neurobiol..

[56] de Oliveira M.R., Nabavi S.F., Manayi A., Daglia M., Hajheydari Z., Nabavi S.M. (2016). Resveratrol and the mitochondria: From triggering the intrinsic apoptotic pathway to inducing mitochondrial biogenesis, a mechanistic view. Biochim. Biophys. Acta.

[57] Zhou J., Yang Z., Shen R., Zhong W., Zheng H., Chen Z., Tang J., Zhu J. (2021). Resveratrol Improves Mitochondrial Biogenesis Function and Activates PGC-1alpha Pathway in a Preclinical Model of Early Brain Injury Following Subarachnoid Hemorrhage. Front. Mol. Biosci..

[58] Wolter F., Stein J. (2002). Biological activities of resveratrol and its analogs. Drug Future.

[59] Ghanim H., Sia C.L., Korzeniewski K., Lohano T., Abuaysheh S., Marumganti A., Chaudhuri A., Dandona P. (2011). A resveratrol and polyphenol preparation suppresses oxidative and inflammatory stress response to a high-fat, high-carbohydrate meal. J. Clin. Endocrinol. Metab..

[60] Brasnyo P., Molnar G.A., Mohas M., Marko L., Laczy B., Cseh J., Mikolas E., Szijarto I.A., Merei A., Halmai R. (2011). Resveratrol improves insulin sensitivity, reduces oxidative stress and activates the Akt pathway in type 2 diabetic patients. Br. J. Nutr..

[61] Das S., Das D.K. (2007). Anti-inflammatory responses of resveratrol. Inflamm. Allergy Drug Targets.

[62] Csaki C., Keshishzadeh N., Fischer K., Shakibaei M. (2008). Regulation of inflammation signalling by resveratrol in human chondrocytes in vitro. Biochem. Pharmacol..

[63] Higashida K., Kim S.H., Jung S.R., Asaka M., Holloszy J.O., Han D.H. (2013). Effects of resveratrol and SIRT1 on PGC-1alpha activity and mitochondrial biogenesis: A reevaluation. PLoS Biol..

[64] Csiszar A., Zhang H.R., Zhang C.H., Ungvari Z. (2010). Resveratrol induces mitochondrial biogenesis in endothelial cells. FASEB J..

[65] Price N.L., Gomes A.P., Ling A.J.Y., Duarte F.V., Martin-Montalvo A., North B.J., Agarwal B., Ye L., Ramadori G., Teodoro J.S. (2012). SIRT1 Is Required for AMPK Activation and the Beneficial Effects of Resveratrol on Mitochondrial Function. Cell Metab..

[66] Virbasius C.M.A., Virbasius J.V., Scarpulla R.C. (1993). Nrf-1, an Activator Involved in Nuclear-Mitochondrial Interactions, Utilizes a New DNA-Binding Domain Conserved in a Family of Developmental Regulators. Genes Dev..

[67] Anderson R., Prolla T. (2009). PGC-1alpha in aging and anti-aging interventions. Biochim. Biophys. Acta.

[68] Schreiber S.N., Knutti D., Brogli K., Uhlmann T., Kralli A. (2003). The transcriptional coactivator PGC-1 regulates the expression and activity of the orphan nuclear receptor estrogen-related receptor alpha (ERRalpha). J. Biol. Chem..

[69] Canugovi C., Maynard S., Bayne A.C., Sykora P., Tian J., de Souza-Pinto N.C., Croteau D.L., Bohr V.A. (2010). The mitochondrial transcription factor A functions in mitochondrial base excision repair. DNA Repair.

[70] Fisher R.P., Clayton D.A. (1988). Purification and characterization of human mitochondrial transcription factor 1. Mol. Cell. Biol..

[71] Picca A., Lezza A.M.S. (2015). Regulation of mitochondrial biogenesis through TFAM-mitochondrial DNA interactions Useful insights from aging and calorie restriction studies. Mitochondrion.

[72] Brenmoehl J., Hoeflich A. (2013). Dual control of mitochondrial biogenesis by sirtuin 1 and sirtuin 3. Mitochondrion.

[73] De Leo A., Arena G., Lacanna E., Oliviero G., Colavita F., Mattia E. (2012). Resveratrol inhibits Epstein Barr Virus lytic cycle in Burkitt’s lymphoma cells by affecting multiple molecular targets. Antivir. Res..

[74] Chen X.Q., Qiao H.S., Liu T.X., Yang Z.Y., Xu L.F., Xu Y.X., Ge H.M., Tan R.X., Li E.G. (2012). Inhibition of herpes simplex virus infection by oligomeric stilbenoids through ROS generation. Antivir. Res..

[75] Faith S.A., Sweet T.J., Bailey E., Booth T., Docherty J.J. (2006). Resveratrol suppresses nuclear factor-kappaB in herpes simplex virus infected cells. Antivir. Res..

[76] Peisley A., Hur S. (2013). Multi-level regulation of cellular recognition of viral dsRNA. Cell. Mol. Life Sci..

[77] Kim D., Paggi J.M., Park C., Bennett C., Salzberg S.L. (2019). Graph-based genome alignment and genotyping with HISAT2 and HISAT-genotype. Nat. Biotechnol..

[78] Pertea M., Pertea G.M., Antonescu C.M., Chang T.C., Mendell J.T., Salzberg S.L. (2015). StringTie enables improved reconstruction of a transcriptome from RNA-seq reads. Nat. Biotechnol..

[79] Dobin A., Davis C.A., Schlesinger F., Drenkow J., Zaleski C., Jha S., Batut P., Chaisson M., Gingeras T.R. (2013). STAR: Ultrafast universal RNA-seq aligner. Bioinformatics.

[80] Love M.I., Huber W., Anders S. (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol..

[81] Bindea G., Mlecnik B., Hackl H., Charoentong P., Tosolini M., Kirilovsky A., Fridman W.H., Pages F., Trajanoski Z., Galon J. (2009). ClueGO: A Cytoscape plug-in to decipher functionally grouped gene ontology and pathway annotation networks. Bioinformatics.

How the deposited data were processed for this re-analysis (not part of the article)

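RNA-seq libraries from HCT116 cells were analysed for 2 stressors, each with 3 treated and 3 DMSO-treated replicates after 24 h. Conditions and replicate numbers were taken from the sample labels and checked against the paper. The libraries of poly I:C transfection and RES treatment, and the qPCR, viability, and protein assays, were not analysed here.

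The authors aligned the reads to hg38 with the STAR aligner, counted them per gene with its gene counts option and a Gencode annotation, and deposited the raw counts per gene without normalization. The deposited tables of the authors also hold, for each stressor, the log2 fold change of each gene and its p-value and adjusted p-value from DESeq2. In the same tables, the authors give the standard error and the test statistic, a score, for each gene. Their mean normalized level of each gene was not used. The strand column of the counts is not stated in the paper's text. Every column of per-sample values could be assigned to a library. No library pair of one condition had counts within sampling noise of each other, since the chi-square statistic per gene was at least 6.25.

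Library totals ranged from 9884124 to 24983573 counts, so that each gene's precision is limited by the 3 replicates for well expressed genes and by counting error for genes such as MMP1. Values at or under a floor of 3 counts were treated as not resolved, and intervals of this kind cover counting error only. A gene had to pass edgeR's filterByExpr function to be tested.

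The counts were normalized by TMM and tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, two-sided, with Benjamini-Hochberg adjustment over all tested genes, separately for OA and TN and without a replicate term. The standard error is the log2 fold change divided by the square root of the F statistic. The difference between the stressors was tested as a contrast over all 12 libraries. Lists of genes were tested with the fry rotation test of limma 3.58.1, and the 18 list tests were adjusted together by the Benjamini-Hochberg method. The median printed beside such a p summarizes the list and is not the quantity tested. Under an alternative, its tests replaced their counterparts among the 18 before adjustment, a step added after the data were seen. The fry test rests on the model of the counts and not on permuted libraries, so other splits of the libraries were also fitted and are given in the closing parts. The share of counts on the 10 mtRNAs was compared by exact permutation, for which 0.1 is the smallest two-sided p of 3 against 3 libraries. Levels per library are log2 CPM with a prior count of 2.

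The lists were the 10 mtRNAs and 26 ISGs that the paper shows, 8 ER stress genes that it names, and lists of 24 genes of the unfolded protein response, 26 of the integrated stress response, 23 of apoptosis, 26 of hypoxia, 35 interferon-stimulated genes outside the paper's 26, and 22 genes of mtRNA transcription, processing, and decay. The list of the integrated stress response shares 2 genes with the ISGs and 2 with the 8 ER stress genes, which share 1 gene with the ISGs and 3 with the list of the unfolded protein response. Genes were named by a rule: every gene of the lists the paper shows or names, ACTB, the other mitochondrially encoded genes, at most 3 genes with the lowest p from each other list, and for each comparison the 3 largest rises and the 3 largest falls among genes with an adjusted p under 0.05, a mean of at least 10 CPM, and no overlap between treated and DMSO libraries. The samples, the tests, the lists, this rule, and the alternatives were set before the data were examined, except the GC offsets, the leukocyte markers, and the tests that the closing parts name as chosen later. Genes named in a count of 5 or fewer outside this rule were chosen after their values were seen.

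The alternatives were DESeq2 1.42.0, DESeq2's size factors in edgeR, scaling to total counts, scaling to ACTB, normalization on nuclear-encoded genes, no filter, at least 10 counts in every library, a replicate block, 1 fit of all 12 libraries, camera in place of fry with a preset correlation of 0.01 or an estimated one, changes to the lists, and fits without each library in turn. GC offsets were added after the data were seen. For them, a smooth curve with a span of 0.3 was fitted in each library to the deviation of each gene with a mean count of at least 20 against the GC content of its longest transcript and used as an offset.

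Replicate numbers are shared between groups, so it was checked whether libraries with the same number deviate together from their group means. For TN, the correlations across genes of the 3 same-numbered pairs were 0.64, 0.41, and 0.43, so the numbers were taken to pair the libraries, although libraries numbered 2 and 3 also deviated together, with 0.38 and 0.44. The pairing rests on this check and the shared numbers in the labels alone.

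The scripts were tested on simulated data with counts drawn from the real means and library sizes. Of the genes changed by a factor of 4, the main test called 69.9% among 14332 genes simulated for OA and 77.9% among 14115 genes for TN, with 4 false calls each. When a GC trend was added, the main test called 11.7% among 14262 genes for OA and 0% among 14088 genes for TN. With GC offsets, it called 69.9% and 81.5%. How closely this trend matches that in the libraries was not tested, and the main test called 1009 genes in the real TN data. The percentages with the trend therefore do not measure how many changed genes were missed in the real libraries.

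Gene coordinates come from Gencode 44 on the assembly hg38, which lists 60507 of the 60708 gene identifiers and all 221 named genes. Nuclear copies of mitochondrial genes were found by aligning the mitochondrial genes to the nuclear chromosomes. GO analysis with ClueGO was not repeated.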

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

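The tests of library size, of exchanged libraries, and of a batch shared by replicate numbers were chosen only after the results they use had been seen.

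Interferon-stimulated genes outside the paper's list stood high in 4 libraries of the TN experiment, 2 of them untreated. Relative to the mean of the DMSO libraries of OA, the median log2 level of 33 such genes was 3.06 in DMSO replicate 2 and 3.10 in DMSO replicate 3 of TN, and 1.59 in TN replicate 2 and 1.69 in TN replicate 3. In DMSO replicate 1 and TN replicate 1 it was -0.000941 and -0.42. ISG15 had 2505 and 2517 CPM in DMSO replicates 2 and 3 of TN, 1060 and 1124 CPM in TN replicates 2 and 3, and 230 and 254 CPM in the libraries numbered 1. Library size is argued against, since the medians of the 6 libraries spread over 3.86 log2 units after scaling to total counts, while their total counts spread over 0.83. Without the 10 most counted genes, the spread was 3.67, and with GC offsets it was 3.00, compared to 3.52 with TMM, so neither a few abundant genes nor GC content removes it. RNA from leukocytes is also argued against, because 7 leukocyte markers, listed before this test, summed to at most 0.777 CPM in these libraries and to 0.621 CPM in the highest OA library, far under the levels of ISG15. An exchange of DMSO and TN libraries is argued against by 22 of 23 genes of the unfolded protein response, for which every TN library lay above every DMSO library. A batch shared by libraries of one replicate number stays open. Over 14377 genes on neither interferon list, same-numbered libraries deviated together with correlations of 0.43, 0.26, and 0.19 after GC offsets, while the highest correlation between different numbers was 0.22. A candidate explanation is therefore that the libraries numbered 2 and 3 came from cultures or preparations other than those numbered 1, although neither the labels nor the paper's text gives a batch. Within the same-numbered pairs, the median difference of TN minus DMSO was -0.20 in pair 1, -1.24 in pair 2, and -1.17 in pair 3, with 11, 1, and 1 of 33 genes higher, so an effect of TN on these levels stays open. It does not account for the DMSO libraries, among which the numbers differ, and for these the design gives no condition, so no biological explanation was tested.

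The largest rises belong to genes that the paper does not discuss. With OA, LURAP1L rose by 6.66, LCN2 by 6.34, and UPP1 by 5.36 on the log2 scale, with standard errors of 0.57, 1.45, and 0.96 and adjusted p of 0.0057, 0.0494, and 0.0292 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With TN, SPX rose by 7.45, HKDC1 by 5.55, and LCN2 by 5.40, with standard errors of 0.92, 0.42, and 0.93 and adjusted p of 0.00662, 0.0024, and 0.0175 in the same test with Benjamini-Hochberg adjustment. For each of them, all 3 treated libraries lay above all 3 DMSO libraries, as the rule for naming them requires. GC content is argued against, since 6 of the 6 rises kept an adjusted p under 0.05 with GC offsets. Over the alternatives that gave one, the adjusted p from edgeR or DESeq2 with Benjamini-Hochberg adjustment reached 0.0649 for LCN2 with OA and at most 0.0350 for the other 5 rises. DESeq2 gave no p for LCN2 and UPP1 with OA, here and in the authors' deposited table, and the filter of at least 10 counts in every library left out LCN2, SPX, and HKDC1. OA replicate 2 carries much of LCN2 and UPP1, which rose by 3.77 and 3.50 without it. Over the 6 fits that left out 1 library, the adjusted p from edgeR with Benjamini-Hochberg adjustment stayed under 0.05 in 4 for LURAP1L, 2 for LCN2, and 2 for UPP1 with OA, and in 5 for SPX, 6 for HKDC1, and 3 for LCN2 with TN. Reads shared with related genes were not tested. The design leaves the treatments themselves as an open, biological explanation.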

How the results depend on the processing

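GC offsets, with and without a replicate block, were chosen after the data were seen. For lists, the threshold in this part is an unadjusted p under 0.05. This p belongs to the test of the whole list and not to its median, so a median is said to pass where its list does. Where a result changed, the cause was not tested unless it is named. ACTB itself has no value under scaling to ACTB. DESeq2's size factors in edgeR changed 1 of the results that answer a comparison, the TN apoptosis list, whose median of 0.20 passed the threshold. Normalization on nuclear-encoded genes, all 13 mitochondrially encoded mRNAs, the ISGs without DDIT3 and DDIT4, and shares without the mitochondrial rRNAs changed none of them.

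Scaling moves all genes together, by the shifts given with the counts of called genes, and this alone can turn values near 0. With scaling to ACTB, ND1, ND3, and ND5 turned to 0.45, 0.40, and 0.0233 with OA, and the interferon-stimulated genes outside the paper's list to 0.0893. With TN, IFITM3, IRF1, CYTB, and the median of the mtRNAs turned to 0.0111, 0.0997, 0.137, and 0.26, and this median passed the threshold upward. The medians of the mtRNA machinery, -0.28 with OA and -0.23 with TN, no longer passed the threshold. The called genes came to 1425 for OA, 1341 higher and 84 lower, and to 1418 for TN, 1198 higher and 220 lower. The genes meeting the paper's GO rule came to 3719 and 3014. With scaling to total counts, ADAR, CANX, DDX58, MAP3K14, and the apoptosis list turned to -0.0892, -0.0394, -0.0444, -0.19, and -0.0365 with OA, and MOV10, ND2, ND3, and TRIM5 to -0.0483, -0.0962, -0.0882, and -0.0638 with TN. The hypoxia medians of 0.16 with OA and 0.0337 with TN no longer passed the threshold, and 3 of the 10 mtRNAs were higher with TN. The called genes were 748 for OA, 352 higher and 396 lower, and 1404 for TN, 529 higher and 875 lower.

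DESeq2 called 1642 genes for OA, 959 higher and 683 lower, and 1725 for TN, 863 higher and 862 lower. Without a filter, 1572 genes were called for OA, 1648 for TN, and 25 between the stressors, 22 of them higher, and the TN apoptosis median of 0.14 passed the threshold. With at least 10 counts in every library, the OA median of the unfolded protein response, 0.99, fell just short of it. In 1 fit of all 12 libraries, 1682 genes were called for OA, MAP3K14 turned to -0.0549, the OA ISG median of 0.61 no longer passed, and the TN apoptosis median of 0.18 did.

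A replicate block called 3914 genes for OA, 1713 higher and 2201 lower, and 3915 for TN, 1705 higher and 2210 lower, which include all 658 and all 1009 genes called without it. The deviations of the third OA pair correlate at 0.09 only, compared to 0.62 and 0.54 for the others, so replicate numbers were not taken to pair the OA libraries. With the block, CANX turned to -0.0395 with OA, the OA median of the unfolded protein response, 0.89, no longer passed, and the OA median of interferon-stimulated genes outside the paper's list, -0.42, and the ISG difference between the stressors, 1.18, did. The block moved none of the TN list medians across the threshold.

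With GC offsets, 2356 genes were called for OA, 3136 for TN, and 1 between the stressors, where 629 had an unadjusted p under 0.05. MAP3K14 and ND3 turned to -0.14 and 0.44 with OA and the mtRNA median to 0.0162 with TN, and the TN apoptosis median of 0.0558 passed. With GC offsets and a block, 3768, 5365, and 6 genes were called. MAP3K14 and ND3 were -0.15 and 0.36 with OA, and MX1 and the mtRNA median 0.0524 and 0.0214 with TN. The OA median of the unfolded protein response, 0.92, no longer passed, and the TN apoptosis median, 0.0650, and the ISG difference, 1.48, did.

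With camera in place of fry, the medians stay as they are by construction. At a preset correlation, the OA apoptosis list (0.21) no longer passed, and the ISG difference (1.49) and the TN list of other interferon-stimulated genes (-1.15) did, but neither of these passed at an estimated correlation. With fry, the ISG difference passed with a replicate block, with or without GC offsets, and without DMSO replicate 1 of TN, and the TN list passed without that library, with no other setting doing so. At an estimated correlation, the OA lists of the unfolded protein response (1.00) and apoptosis (0.21) and the TN mtRNA machinery (-0.57) no longer passed. Stricter definitions lower counts by construction. With an adjusted p in the paper's GO rule, 405 and 527 genes met it. Counting mtRNAs and ISGs as higher only where every treated library lay above the DMSO mean gave 3 and 12 with OA and 3 and 4 with TN. Counting as higher only those that rose with an adjusted p under 0.05 from edgeR with Benjamini-Hochberg adjustment gave 0 mtRNAs and 3 ISGs with OA and 0 mtRNAs and 2 ISGs with TN, where CO1 and CO3, 2 mtRNAs with each stressor, rose with an unadjusted p under 0.05. ND6, which fell with OA, is not in these counts.

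Fits that each left out 1 library called from 3 genes, without DMSO replicate 2 or 3, to 1179, without replicate 1, for OA, and from 151, without DMSO replicate 3, to 2361, without replicate 1, for TN. Between the stressors they called from 0 to 4 genes, the latter without OA replicate 2, compared to 348 with an unadjusted p under 0.05 with every library. The paper's GO rule gave from 1209 genes, without DMSO replicate 3, to 2375, without replicate 1, for OA. Of the ER stress genes, from 2, without DMSO replicate 2, to 7, without TN replicate 1, were called, and from 3, without DMSO replicate 2, to 6 mtRNAs, without DMSO replicate 1, were higher with TN. For OA, the ranges were from 0.47 (without OA 2) to 1.17 (OA 1) for the unfolded protein response, from 0.0845 (OA 3) to 0.40 (DMSO 2) for apoptosis, from -0.38 (OA 2) to 0.20 (OA 1) for ND1, from -0.13 (OA 2) to 0.0749 (DMSO 3) for ND3, from -0.00739 (OA 2) to 0.61 (OA 1) for ND4, from -0.14 (DMSO 2) to 0.52 (DMSO 1) for DDX58, from -0.57 (OA 1) to 1.44 (DMSO 1) for IFI44, from -0.51 (OA 1) to 0.56 (OA 2) for IFIT3, from -0.44 (OA 1) to 0.40 (OA 2) for CANX, from -0.12 (OA 3) to 0.16 (OA 1) for MAP3K14, from -0.28 (OA 1) to 0.57 (OA 2) for OAS1, and from -0.0706 (OA 2) to 0.33 (OA 1) for ADAR. For TN, they were from -0.31 (TN 1) to 0.0555 (DMSO 1) for the mtRNAs, from -0.0380 (TN 1) to 0.39 (TN 2) for apoptosis, from -1.67 (DMSO 1) to -0.60 (DMSO 3) for other interferon-stimulated genes, from -0.69 (TN 3) to -0.47 (TN 1) for the mtRNA machinery, from -0.42 (TN 1) to 0.0282 (DMSO 1) for CYTB, from -0.28 (DMSO 1) to 0.39 (DMSO 3) for TRIM5, from -0.16 (TN 3) to 0.17 (TN 1) for ND2, from -0.20 (TN 1) to 0.27 (DMSO 1) for ND3, from -0.38 (DMSO 1) to 0.0366 (DMSO 2) for IRF1, from -0.85 (DMSO 1) to 0.31 (TN 1) for IFI27, from -0.62 (DMSO 1) to 0.0304 (DMSO 2) for IFITM3, and from -0.89 (DMSO 1) to 0.12 (DMSO 3) for MX1. The ISG difference ranged from 0.98 without DMSO replicate 3 of TN to 2.03 without DMSO replicate 1 of TN.

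For the other results, which are single genes, each result was counted once in every fit where it changed, so that many genes count several times. In this way, 78 values were stronger and 3 weaker under the alternatives, and 9 were stronger and 68 weaker in fits without 1 library. With 3 libraries per group, the simulated data lost part of the genes changed by a factor of 4, and genes under the floor of 3 counts have no usable fold change.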

Differences from the paper's values

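The paper states 2 counts that could be recomputed, and neither differed by more than 1.5 times. The paper's count of induced ISGs with OA is 24 of 26, and the count here was also 24. Of the alternatives set before the data were examined, counting only ISGs with every OA library above the DMSO mean gave 12 and counting only those with an adjusted p under 0.05 from edgeR with Benjamini-Hochberg adjustment gave 3, while the others gave from 18 to 24. The paper's count of ISGs that did not increase with TN is 20 of 26, and the count here was 19. Fits without DMSO replicate 1, TN replicate 2, or TN replicate 3 gave 20, and the other alternatives gave from 16 to 24.

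The paper reports that all mtRNAs but ND5 and ND6 increased with OA. Here, ND1 and ND3 had log2 fold changes of -0.02 and -0.03, and the authors' deposited table lists -0.04 for both. ND1 was above 0 with scaling to ACTB (0.45) and in 4 fits without 1 library, up to 0.20 without OA replicate 1. ND3 was above 0 with scaling to ACTB (0.40), in 3 fits without 1 library, up to 0.07 without DMSO replicate 3, and with GC offsets, without and with a replicate block (0.44 and 0.36), which were chosen after seeing the values. ND5 was also above 0 with scaling to ACTB (0.02).

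The paper ranks the mtRNA increase with OA above that with TN. Here, the median difference was 0.15 on the log2 scale and its direction was not resolved (adjusted p = 0.705 in limma's fry rotation test with Benjamini-Hochberg adjustment), and the lowest adjusted p with fry was 0.317 over the 10 alternatives and 0.243 over the 12 fits without 1 library. With camera, the adjusted p was 0.206 and 0.688.

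The paper describes ISGs that fell with TN as falling only a little. Here, RSAD2, IFNB1, IFITM1, and CXCL10 had log2 fold changes under -2.3 with standard errors over 1.3, and each of them passed with a replicate block, with adjusted p from 0.000494 for RSAD2 to 0.0332 for CXCL10 in edgeR's test with Benjamini-Hochberg adjustment. OAS2, which was not tested with the filter, had -4.35 without a filter (adjusted p = 0.000861 in edgeR's test with Benjamini-Hochberg adjustment), and its adjusted p is 0.00497 in the authors' deposited table, from DESeq2 with Benjamini-Hochberg adjustment. Fits that left out 1 library and still tested OAS2 gave from 0.0345 to 0.2635 in edgeR's test with Benjamini-Hochberg adjustment. DMSO replicates 2 and 3 of TN, in which ISGs stood high, are part of the reference for all these falls.

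The paper names the regulation of apoptosis among the pathways activated by TN. The list used here is not the paper's GO term and also holds genes that oppose cell death. Its adjusted p was 0.101 in limma's fry rotation test with Benjamini-Hochberg adjustment. DESeq2's size factors in edgeR, no filter, and 1 fit of all 12 libraries brought the adjusted p of that limma test with Benjamini-Hochberg adjustment to 0.0195, 0.0283, and 0.00124, and it was also under 0.05 in 5 of the 6 fits without 1 library. In 1 of these 5 fits, without TN replicate 1, the median of the list was -0.04. Before adjustment, GC offsets without and with a replicate block, chosen after seeing the values, brought the p of that test under 0.05 as well. The paper also names ER stress for OA, for which the list of the unfolded protein response had an adjusted p of 0.0862 in limma's fry test with Benjamini-Hochberg adjustment. It was under 0.05 with camera at a preset correlation, in 1 fit of all 12 libraries, and without OA replicate 2.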

Other observations

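The tests of the ISG list, of nuclear copies, of deviations between replicates, of the mtRNA machinery, and of the correlation between stressors were chosen only after the results they use had been seen.

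With 3 against 3 libraries, there are 10 splits of the 6 libraries, so a share under 0.1 cannot be reached. For OA, 1 of the 10 splits, the real one, gave as many called genes as the real split, and so it was for the genes meeting the paper's GO rule and for the medians of the unfolded protein response, the integrated stress response, hypoxia, and the mtRNA machinery. For the GO rule, the largest other split came to 1878 genes, compared to 1884. As large a median as in the real split was given by 4 of the 10 splits for the mtRNAs, 2 for the ISGs, 4 for apoptosis, and 5 for other interferon-stimulated genes. For TN, whose numbers were taken to pair the libraries, 4 splits part all 3 pairs. The real split is 1 of these 4, so a count of 1 is the lowest possible and decides little. Of the 4 splits, 1 was as large for the called genes, the GO rule, the ER stress genes, the mtRNAs, the unfolded protein response, the integrated stress response, apoptosis, hypoxia, other interferon-stimulated genes, and the mtRNA machinery, and 2 were as large for the ISGs. Over all 10 splits, which include those that keep pairs together, it was 6 for the mtRNAs, 4 for the ISGs, 2 for hypoxia, 3 for other interferon-stimulated genes, and 1 for the remaining results. For the difference between the stressors, 100 splits were drawn from 200. For the called genes, the real split gave 0, where 348 genes had an unadjusted p under 0.05, so all 100 splits gave at least as many by construction, and this count decides nothing. Of the 100, 62 gave as large a median difference for the mtRNAs, and 8 for the ISGs.

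The ISG list without DDIT3 and DDIT4 still rose with OA, with a median of 0.51 and an adjusted p of 0.0467 in limma's fry test with Benjamini-Hochberg adjustment, so these genes alone do not make the rise. The 28 tested of 35 interferon-stimulated genes outside the paper's list, none of which the list shares with the 26 ISGs, had a median of -0.32 with OA, 7 of them higher (adjusted p = 0.449 in limma's fry test with Benjamini-Hochberg adjustment), which leaves open whether the rise belongs to interferon-stimulated genes in general. With an adjusted p under 0.05 there were 0 such genes over all genes and 0 adjusted over the list alone, and 5 had an unadjusted p under 0.05. The lowest p belonged to OAS3 (-1.46), CMPK2 (-2.18), and STAT2 (0.93). Leaving out 1 library moved the OA median of this list from -0.56 without OA replicate 1 to -0.03 without DMSO replicate 1. With TN, 31 genes had a median of -1.15, 1 of them higher (adjusted p = 0.553 in limma's fry test with Benjamini-Hochberg adjustment), 0 with an adjusted p under 0.05, and 3 with an unadjusted p under 0.05, with TRIM21 (-1.73), USP18 (-2.20), and CMPK2 (-3.22) first. These TN counts come from the fit without a replicate block. With the block, the median was -0.92 (adjusted p = 0.144 in limma's fry test with Benjamini-Hochberg adjustment). No biological explanation of the OA rise was tested beyond the treatment.

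For CO1, CO3, and ND6 with OA, GC content as the whole cause is argued against, since 3 of the 3 genes kept their direction with an adjusted p under 0.05 after GC offsets. Reads shared with nuclear copies stay open for all 3 genes. Of CO3, 70.0% is covered by nuclear sequence of at least 98% identity, and CO1 is covered in full. Of ND6, 0% is covered at 98% identity but 99.8% at 95% identity, and it was not tested how reads divide between such copies. An effect of OA on mtRNA levels also stays open.

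Deviations of libraries from their group mean followed GC content, with a Spearman correlation beyond 0.3 in size in 10 of the 12 libraries, from -0.67 to 0.70, and followed transcript length more closely than GC content in 2 of 12. GC offsets lowered the biological coefficient of variation from 0.369 to 0.281 for OA and from 0.343 to 0.247 for TN. The deviations are from a mean of 3 libraries, so 1 unlike library moves the others too, and the 10 need not all be unlike. In the TN experiment, the chi-square statistic per gene was 7.34 between DMSO replicates 2 and 3 and 6.25 between TN replicates 2 and 3. Against replicate 1 of the same group, it ranged from 71.0 to 111. A candidate explanation is a difference in library preparation, but the labels name no preparation batches.

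The 22 genes of mtRNA transcription, processing, and decay fell with both stressors. Their median was -0.72 with OA, 2 of them higher (adjusted p = 0.00979 in limma's fry test with Benjamini-Hochberg adjustment), and -0.57 with TN, 3 of them higher (adjusted p = 0.0117 in the same limma test with Benjamini-Hochberg adjustment). Among single genes, 0 had an adjusted p under 0.05 with either stressor, over all genes or over the list alone, and 7 and 8 had an unadjusted p under 0.05. The lowest p belonged to FASTKD3 (-1.34), ELAC2 (-0.83), and FASTKD5 (-0.77) with OA and to FASTKD5 (-0.74), MTERF3 (-1.26), and SLIRP (-0.63) with TN. GC content is argued against as the whole cause, since the medians were -0.52 and -0.49 with GC offsets. With scaling to ACTB, they were -0.28 and -0.23 and not past the threshold, so the fall may rest on the scaling. The adjusted p in limma's fry test with Benjamini-Hochberg adjustment was 0.0606 for each stressor with scaling to total counts and 0.0589 for each stressor with a replicate block. It was under 0.05 in 7 of 10 alternatives for each stressor, and in 4 of the 6 fits without 1 library for OA and 3 of the 6 for TN. With camera at an estimated correlation, it was 0.0809 and 0.115. The treatments stay open as an explanation.

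The log2 fold changes of OA and TN correlated across 14071 genes, with a Pearson correlation of 0.80, and still with 0.80 after GC offsets, which argues against GC content. Of the 405 and 527 higher genes, 258 were shared, of the 253 and 482 lower genes, 155, and 0 were called in opposite directions. The stressors have separate DMSO libraries. ACTB had a log2 fold change of -0.49 with OA and -0.35 with TN, with adjusted p of 0.256 and 0.426 in edgeR's test with Benjamini-Hochberg adjustment.

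The hypoxia list with TN had a median of 0.16, with 15 of 25 genes higher (adjusted p = 0.00344 in limma's fry test with Benjamini-Hochberg adjustment). In the same test with Benjamini-Hochberg adjustment, limma gave an adjusted p of 0.0571 with scaling to ACTB and 0.293 with scaling to total counts, and under 0.05 in the other 8 of 10 alternatives. With camera and Benjamini-Hochberg adjustment, the adjusted p was 0.0205 at a preset and 0.115 at an estimated correlation. Leaving out 1 library moved the median from 0.16 without TN replicate 2 to 0.30 without TN replicate 1. In these fits, the adjusted p of limma's fry test with Benjamini-Hochberg adjustment ranged from 0.00979 to 0.0482. Over all genes, 5 of the listed genes had an adjusted p under 0.05, and 8 adjusted over the list alone, with NDRG1 (2.46), LDHA (-1.32), and VEGFA (1.85) first. The largest falls were those of H2BC13 (-3.64), H2BC14 (-3.47), and TMSB15A (-3.03) with OA and of AXIN2 (-3.58), DKK1 (-3.47), and DSCC1 (-3.19) with TN. Of 44 genes looked at, 4, OASL, IRF7, IFIT2, and IFITM3, had every OA library on one side of its DMSO mean and every TN library on the other, and they were chosen for this after their values were seen. Their differences between the stressors were 3.14, 1.84, 2.23, and 0.43, with an adjusted p of 1.00 each in edgeR's test with Benjamini-Hochberg adjustment.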
